# Cardiomyocyte‐Specific Deletion of Sirtuin 5 Accelerates the Development of Heart Failure Upon Dysregulating Purine Metabolism

**DOI:** 10.1111/apha.70120

**Published:** 2025-10-17

**Authors:** Nikole J. Byrne, Christoph Koentges, Katharina Pfeil, Julia C. Lueg, Sayan Bakshi, Aleksandre Tarkhnishvili, Ivan Vosko, Johannes Gollmer, Laura C. Birkle, Thomas Rathner, Stephan Birkle, Sibai Tang, Clara Rau, Michael M. Hoffmann, Katja E. Odening, Stephen Barnes, Landon Shay Wilson, Senka Ljubojevic‐Holzer, Markus Wallner, Dirk von Lewinski, Peter Rainer, Simon Sedej, Harald Sourij, Christoph Bode, Adam R. Wende, Andreas Zirlik, Heiko Bugger

**Keywords:** adenosine kinase, heart failure, purine metabolism, SIRT5, sirtuin

## Abstract

**Aim:**

Sirtuin 5 (SIRT5), a mitochondrial NAD^+^‐dependent deacylase, regulates fundamental cellular pathways, including energy substrate metabolism. The current study is designed to better elucidate the role of SIRT5 in the development of heart failure (HF).

**Methods:**

Mice with cardiomyocyte‐specific deletion (*cSirt5* ^−/−^) or overexpression (c*Sirt5*‐Tg) of SIRT5 were generated and subjected to chronic pressure overload by transverse aortic constriction (TAC) or Sham surgery. Cardiac structure and function were assessed by echocardiography, isolated heart perfusions, and histology. MS‐based metabolomics and bulk RNA sequencing were used to explore metabolic and molecular signatures.

**Results:**

c*Sirt5*‐Tg mice had similar cardiac structure and function compared to control mice, whereas c*Sirt5* ^−/−^ mice displayed exacerbated cardiac dilation and dysfunction following TAC, measured both in vivo by echocardiography and ex vivo in isolated heart perfusions. Metabolomics revealed accumulation of inosine and hypoxanthine, and depletion of adenosine, adenine, AMP, and ADP in c*Sirt5* ^−/−^ hearts and following TAC, indicating dysregulation of purine metabolism. RNA‐sequencing uncovered upregulation of purine‐nucleoside phosphorylase and 5′ nucleotidase, and downregulation of adenosine kinase (ADK) in c*Sirt5* ^−/−^ hearts following TAC, indicating dysregulation at the interface of adenosine nucleotide salvage and purine degradation in the absence of SIRT5. Analyses of left ventricular tissue of patients with HF revealed reduced SIRT5 expression correlating with reduced ADK expression.

**Conclusion:**

Loss of SIRT5 in cardiomyocytes aggravates cardiac remodeling and dysfunction in response to chronic pressure overload, involving ATP precursor depletion due to transcriptional dysregulation of cardiac purine metabolism.

**Practitioner Points**

- Loss of sirtuin 5 (SIRT5) in cardiomyocytes aggravates cardiac remodeling and dysfunction following chronic pressure overload associated with depletion of adenine nucleotides and accumulation of purine metabolites.
- SIRT5 deficiency induces increased purine degradation by altering expression of enzymes of purine metabolism.
- Human failing hearts display reduced SIRT5 and adenosine kinase (ADK) expression, suggesting significance of impaired purine metabolism in heart failure pathogenesis.

**Abbreviations**
4‐HNE: 4‐hydroxynonenal
ACAA: acetyl‐CoA acyltransferase
ADA: adenosine deaminase
ADARB: ADA acting on RNA specific B
ADK: adenosine kinase
ADP: adenosine diphosphate
ADSL: adenylosuccinate lyase
AMDP: AMP deaminase
AMP: adenosine monophosphate
APRT: adenine phosphoribosyl transferase
ATIC: 5‐aminoimidazole‐4‐carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase
ATP: adenosine triphosphate
BW: body weight
CANT: calcium activated nucleotidase
CAT: catalase
CCN: cellular communication network factor
CDP: cytidine diphosphate
CMP: cytidine monophosphate
CO: cardiac output
COL: collagen
c*Sirt5* ^−/−^
: cardiomyocyte‐specific deletion of *Sirt5*
CTP: cytidine triphosphate
d: diastolic
DCM: dilated cardiomyopathy
DEG: differentially expressed genes
DHP: dihydropyrimidinase
DPYD: dihydropyrimidine dehydrogenase
ECH: enoyl‐coA hydratase
EDV: end‐diastolic volume
EF: ejection fraction
ENTPD: ectonucleoside triphosphate diphosphohydrolase
ESV: end‐systolic volume
ETC: electron transport chain
FA: fatty acid
FAD: flavin adenine dinucleotide
FAO: fatty acid oxidation
FC: fold change
FS: fractional shortening
GCLM: glutamate‐cysteine ligase modifier subunit
GDP: guanosine diphosphate
GMP: guanosine monophosphate
GMPS: GMP synthetase
GNS: glucosamine (N‐acetyl)‐6‐sulfatase
GPX: glutathione peroxidase
GSH: reduced glutathione
GSR: glutathione disulfide
GSSG: glutathione disulfide
GTP: guanosine triphosphate
HADH: hydroxyacyl‐coenzyme A dehydrogenase
HF: heart failure
HPRT: hypoxanthine guanine phosphoribosyl transferase
HR: heart rate
HW: heart weight
IMP: inosine monophosphate
IMPDH: IMP dehydrogenase
LV: left ventricular
LVAW: LV anterior wall
LVID: LV internal diameter
LVPW: LV posterior wall
MVO2: myocardial oxygen consumption
N.D: not detectable
NT5E: 5′ nucleotidase
OXPHOS: oxidative phosphorylation
PNP: purine‐nucleoside phosphorylase
PPAT: phosphoribosyl pyrophosphate amidotransferase
PRDX: thioredoxin‐dependent peroxide reductase
PRPS: phosphoribosyl pyrophosphate synthetase
ROS: reactive oxygen species
RPLP0: ribosomal protein large P0
s: systolic
SIRT5: sirtuin 5
SOD: superoxide dismutase
SV: stroke volume
TAC: transverse aortic constriction
TGFB: transforming growth factor beta
TL: tibia length
TRXN: thioredoxin
UCK: uridine‐cytidine kinase
UDP: uridine diphosphate
UMP: uridine monophosphate
UMPS: UMP synthetase
UOX: urate oxidase
UPB: ureidopropionase, beta
UPP: uridine phosphorylase
UTP: uridine triphosphate
WGA: wheat germ agglutinin
XDH: xanthine dehydrogenase
XO: xanthine oxidase

## 1 Introduction

Sirtuins (SIRTs) are a protein family consisting of 7 members (SIRT1–7) which regulate cellular metabolism, inflammation, gene transcription, and DNA repair upon modulating post‐translational modifications and gene transcription [1]. Of the mammalian sirtuins, SIRT3, SIRT4, and SIRT5 have been reported to localize to mitochondria [2]. Whereas SIRT3 has primarily deacetylase activity [3], SIRT5 is shown to remove other acyl groups from lysine residues, particularly malonyl [4], succinyl [5] and glutaryl [6]. SIRT5 protein and mRNA are highly expressed in mouse and human heart compared with other tissues [4] and protein lysine succinylation occurs to the greatest extent in the heart [7]. Importantly, SIRT5 has been implicated in regulating the activity of many key proteins involved in energy metabolism, specifically in oxidative phosphorylation, TCA cycle, and fatty acid oxidation [8]. However, the role and potential underlying mechanisms of SIRT5 in regulating contractile function and energy metabolism in the heart are still a matter of debate. While global loss of SIRT5 alone is sufficient to promote the development of pathological cardiac hypertrophy [7] and worsen cardiac dysfunction following pressure overload [9], other studies reported no differences [10] or even attenuation of cardiac hypertrophy and dysfunction [11] upon pressure overload in mice lacking SIRT5. Using a gain‐of‐function model, Guo et al. [12] recently reported that mice with global SIRT5 overexpression were protected against left ventricular (LV) remodeling and functional deterioration following pressure overload. While detrimental effects on cardiac function in the absence of SIRT5 were related to impaired oxidative metabolism and ATP synthesis, protective effects were related to AMPK activation, inhibition of protein translation, or multitissue or prenatal effects.

Cardiac contraction and ion pump function are mainly maintained by hydrolysis of adenosine triphosphate (ATP) resulting from oxidative energy metabolism. Cardiac ATP is regenerated primarily (~70%) from the oxidation of fatty acids, while the remaining amount of ATP is generated by oxidation of glucose, lactate, ketone bodies, and amino acids. ATP hydrolysis results in the formation of adenosine diphosphate (ADP) and adenosine monophosphate (AMP), which may then be converted to downstream products, adenosine, inosine monophosphate (IMP), and hypoxanthine, via the purine degradation pathway [13]. Under healthy conditions, the balance of purine nucleotide synthesis, degradation, and salvage remains in balance. However, one of the hallmarks of heart failure (HF) is a decrease in myocardial ATP levels and turnover in relation to impaired ventricular function, which is believed to cause a failure to meet the metabolic demands of the failing heart [14, 15, 16]. Also, depletion of purine synthesis intermediates and accumulation of degradation products has been observed in HF [16, 17, 18]. Particularly, reductions in the total adenine nucleotide pool are shown to be tightly linked to deterioration of systolic function in the diseased heart [19], suggesting that dysregulated purine nucleotide balance may play an important role in the development of HF.

Cardiac contractility is predominantly accomplished by a fine‐tuned system consisting of the actin‐myosin network and a flexible high‐throughput system of energy metabolic pathways in cardiomyocytes. As such, cardiomyocytes are essential in the adaptation to increased energy demands, as occurs under conditions of increased afterload and in the development of HF. To further clarify the role of SIRT5 in cardiac function and energetics, we aimed to explore how alterations of SIRT5 levels only within cardiomyocytes may affect cardiac function and structure in a model of pressure overload‐induced hypertrophy and HF, and to use unbiased metabolomic and transcriptomic analysis to explore underlying mechanisms.

## 2 Materials and Methods

### 2.1 Animals and Treatments

This study conforms to the *Guide for the Care and Use of Laboratory Animals* published by the US National Institutes of Health and was performed after securing appropriate institutional approval by the Regierungspräsidium Freiburg (G‐14/76 and G‐18/62). All mice were housed with 12 h daylight and night cycles at 22°C in individually ventilated cages in a specific pathogen‐free facility. Laboratory standard chow and water ad libitum were fed to all animals. Transgenic *Sirt5* knockout (*Sirt5* ^−/−^) mice, on a C57BL6J background, were kindly provided by Johan Auwerx from the École Polytechnique Fédérale de Lausanne, Switzerland [7]. David Lombard from the University of Michigan, Ann Arbor, Michigan, USA kindly provided transgenic *Sirt5* overexpressing (*Sirt5*‐Tg) mice on mixed C57BL6J and 129Sv1 background. Transgenic *Sirt5* ^−/−^ and *Sirt5*‐Tg mice were crossed with hemizygote cardiomyocyte‐specific recombinase‐expressing mice (*Myh6‐cre*, Stock #011038, Jackson Laboratories) to generate cardiomyocyte‐specific *Sirt5* knockout (*cSirt5* ^*−/−*^) and cardiomyocyte‐specific *Sirt5* overexpressing (c*Sirt5*‐Tg) mice, respectively. Male mice were used in the study. Recombinase non‐expressing transgenic mice were used as controls.

### 2.2 Metabolomics

Frozen hearts were dispersed with a bead homogenizer and the methanol (ice‐cold) content adjusted to 80%. The homogenate was subjected to Bligh‐Dyer extraction and the upper aqueous phase was transferred to a new tube. The methanol content was raised to 80%. Precipitated proteins were removed by centrifugation. Blank samples without tissue were processed in a similar manner. Supernatants were evaporated to dryness under N_2_. Dried residues were reconstituted in 0.1% formic acid (200 μL). Aliquots (10 μL) were injected onto a 10 cm x 2.1 mm ID, 3 μ resin Luna Omega Polar C18 (Phenomenex, Torrance, CA, USA) column (equilibrated with 0.1% formic acid). Metabolites were eluted with a 6‐min, linear 2%–98% acetonitrile gradient in 0.1% formic acid at a flow rate of 0.5 mL/min. Eluates were passed through the electrospray ionization interface of a SCIEX (Concord, Ontario, Canada) TripleTOF 5600 mass spectrometer and negative and positive ion MS and MSMS data were recorded. Collected MS and MS/MS data were processed with MS‐DIAL (v. 4:90) against positive ion and negative ion metabolite and lipid public databases. Data were cleaned to remove contaminant ions using blank samples to create .csv files. The .csv files from the negative ion and positive ion analyses were combined for submission to MetaboAnalyst v. 5.0 (https://www.metaboanalyst.com) for univariate, multivariate, and hierarchical clustering.

### 2.3 RNA Sequencing Analysis

Following the manufacturer's instructions, whole heart RNA was isolated using the RNeasy Tissue Mini Kit (Qiagen). Isolated RNA was examined to have an RNA integrity number > 7 to ensure RNA quality. Next‐generation RNA sequencing was performed using Illumina HiSeq2000 for paired‐end 75 bp sequencing at the Heflin Genomics Core at the University of Alabama at Birmingham, USA. *Trim Galore* (0.6.6), a wrapper tool around *CutAdapt* (2.6), was used to trim adapters and low‐quality (Phred score < 20) sequences. Trimmed reads were aligned to the mouse genome (GRCm39) via *STAR* (2.7.3a). R software (version 4.0.3, R Foundation for Statistical Computing, Vienna, Austria) was used to perform downstream analysis and data visualization.

Differential gene expression was performed using *DESeq2* (1.30.1)‐based [20] negative binomial generalized linear model. First, only rows with at least 10 total reads were kept from the pre‐filtered count data. Size factor or the normalizing factor estimation for different read depths of each gene was performed with *DESeq2*. It also estimates gene‐wise dispersion via maximum likelihood, followed by adjustment with the empirical Bayes method. In the end, *DESeq2* gives normalized count data for each contrast (changes in c*Sirt5* ^−/−^ mice compared to control in Sham and TAC) by negative binomial generalized linear model fitting. The Wald test, which yields normalized read counts together with log_2_ fold changes for each contrast, *p*‐values, and adjusted *p*‐values corrected for multiple testing using the Benjamini–Hochberg method, was used to quantify and assess the significance of differential gene expression.

Heatmap visualization and hierarchical clustering were performed with Ward's minimum squared variance algorithm, and dendrograms were generated by Euclidean distance via *pheatmap* (1.0.12) using regularized logarithm transformed read counts. *EnrichR* (3.0) R interface package was employed to perform pathway enrichment analysis against databases such as Gene Ontology Biological Process 2018, Reactome 2016, Bioplanet 2019, and WikiPathways 2019 [21]. Venn diagram analyses were accomplished using *Vennplex* [22]. Transcripts from each Venn diagram group were converted into putative protein–protein interaction (PPI) networks using *Cytoscape* (v3.10.1) [23]. The Molecular COmplex DEtection (MCODE; v2.0.3) [24] plugin within *Cytoscape* was employed to cluster the PPI networks into top clusters that satisfy the criteria of clustering cutoff > 3. RNA‐seq data have been deposited to the GEO database under the accession number GSE280863.

### 2.4 Human Gene Expression Data

Procedures involving human samples were approved by the Ethical Committee of the Medical University of Graz (no. 28‐508 ex 15/16) and performed in accordance with principles outlined in the Declaration of Helsinki. Informed written consent was not feasible to obtain because the patients were not able to give the informed consent as a result of their underlying medical condition. The requirement for informed consent was thereby waived by the ethical committee. Donor hearts were explanted post‐mortem. Upon ice‐cold cardioplegia, cardiac biopsies were harvested from the left ventricular free wall, flash frozen in liquid nitrogen and stored at −80°C for further analysis. Twenty‐two patients with normal EF and no history of coronary artery disease (referred to as Non‐failing) and from 14 patients with ischemic or non‐ischemic DCM and severely reduced EF (Failing).

### 2.5 Statistical Analysis

Data are presented as Mean ± SEM using GraphPad Prism software. *N* number refers to biological replicates. Two‐group comparisons were tested by *F* test to compare variances. Datasets which were significantly different (*p* < 0.05) were then subjected to Welch's correction, where equal SD was not assumed; datasets where *F* test was not significantly different were subjected to unpaired *t* test. Four‐group comparisons were tested by an ordinary two‐way analysis of variance (ANOVA), where: §, effect of TAC; #, effect of c*Sirt5* ^−/−^; % effect of interaction. Fisher's LSD test was used for multiple comparisons. A *p* < 0.05 was considered significant.

All other Materials and Methods can be found in the Data S1. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## 3 Results

### 3.1 Cardiomyocyte‐Specific Deletion of SIRT5 Aggravates Cardiac Dysfunction and Remodeling Following Pressure Overload

We generated mice with cardiomyocyte‐specific deletion of *Sirt5* (c*Sirt5* ^−/−^) (Figure 1A,B), which display enhanced levels of cardiac malonylation (Figure 1C) and succinylation (Figure 1D) compared to control mice, and subjected them to TAC surgery to induce HF [25]. Following TAC, c*Sirt5* ^−/−^ mice displayed increased mortality (Figure 1E) and a further reduction in ejection fraction (EF) (Figure 1F,G) compared to control mice. c*Sirt5* ^−/−^ mice also had increased LV internal diameter (LVID) (Figure 1H) and end‐systolic volume (ESV) (Table 1) following TAC, which were less pronounced or absent in control mice following TAC. LV wall thickness (LVPWs) was increased in control mice following TAC, but not in c*Sirt5* ^−/−^ mice (Table 1), and heart weight (HW) was similarly increased in both c*Sirt5* ^−/−^ and control mice following TAC (Table S1). The TAC‐induced increase in cardiomyocyte cell size was significantly larger in hearts from c*Sirt5* ^−/−^ mice than in control mice (Figure 1I). Histological analysis showed that myocardial collagen content was significantly increased in c*Sirt5* ^−/−^ mice following TAC, but was not significantly different compared to TAC control mice (Figure 1J). To further confirm aggravation of cardiac dysfunction in c*Sirt5* ^−/−^ mice following TAC in vivo, cardiac function was also evaluated ex vivo in the absence of neurohumoral effects under standardized conditions of pre‐ and afterload. In line with our findings in vivo, ex vivo working heart perfusions found that cardiac output (Figure 1K), cardiac power (Figure 1L), cardiac work (Figure 1M), and cardiac efficiency (Figure 1N) were worse in c*Sirt5* ^−/−^ hearts following TAC. Collectively, these data show that cardiomyocyte‐specific deletion of SIRT5 aggravates cardiac dysfunction and promotes dilative remodeling in response to chronic pressure overload.

**FIGURE 1:**
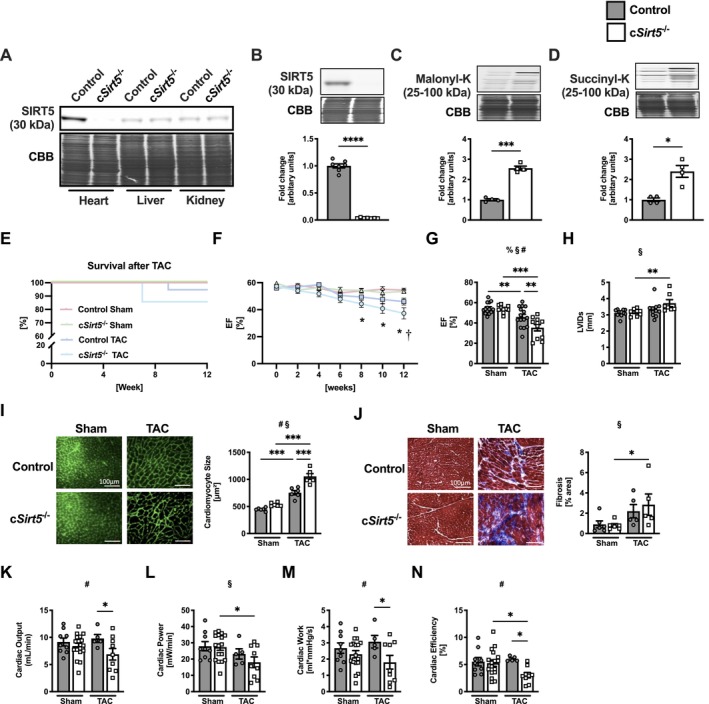
Aggravation of cardiac remodeling and dysfunction in c*Sirt5* ^−/−^ mice following TAC. (A) SIRT5 protein expression in heart, liver and kidney, and quantification of cardiac (B) SIRT5 protein (*n* = 7), (C) malonylation and (D) succinylation in control and c*Sirt5* ^−/−^ mice (*n* = 4). (E) Survival, (F) biweekly EF, (G) final EF, (H) LVIDs (*n* = 10–15), (I) cardiomyocyte size and (J) myocardial fibrosis of control and c*Sirt5* ^−/−^ mice at 12 weeks following Sham or TAC surgery (*n* = 6). Ex vivo (K) cardiac output, (L) cardiac power, (M) cardiac work, and (N) cardiac efficiency measured in isolated working hearts of control and c*Sirt5* ^−/−^ mice following 12 weeks Sham or TAC surgery (*n* = 5–17). c*Sirt5* ^−/−^, cardiomyocyte‐specific deletion of *Sirt5*; EF, ejection fraction; LVIDs, left‐ventricular internal diameter during systole; SIRT5, sirtuin 5; TAC, transverse aortic constriction. 2‐Way ANOVA: §, effect of TAC; #, effect of c*Sirt5* ^−/−^; % effect of interaction. *p < 0.05, **p < 0.01, ***p < 0.001 using Welch's *t* test (B–D) or Fisher's LSD test (G–N). *p < 0.05 versus respective Sham, †*p* < 0.05 versus control TAC using Fisher's LSD test (F).

**TABLE 1:** Echocardiographic parameters of control and c*Sirt5* ^−/−^ mice 12 weeks following Sham or TAC surgery.

	Control Sham	c*Sirt5* ^−/−^ Sham	Control TAC	c*Sirt5* ^−/−^ TAC	2‐Way ANOVA
LVAWd (mm)	0.71 ± 0.02	0.72 ± 0.04	0.92 ± 0.04*	0.86 ± 0.06*	§
LVAWs (mm)	0.95 ± 0.03	0.94 ± 0.05	1.16 ± 0.04*	1.01 ± 0.08^†^	§
LVIDd (mm)	4.11 ± 0.05	4.17 ± 0.07	4.40 ± 0.15	4.56 ± 0.16*	§
LVIDs (mm)	3.12 ± 0.06	3.17 ± 0.08	3.54 ± 0.15*	3.92 ± 0.20* ^,^ ^†^	§
LVPWd (mm)	0.93 ± 0.05	0.84 ± 0.04	1.26 ± 0.12*	1.02 ± 0.05^†^	§
LVPWs (mm)	1.11 ± 0.05	1.09 ± 0.03	1.47 ± 0.11*	1.14 ± 0.06^†^	§ #
EF (%)	54.5 ± 1.7	53.8 ± 1.1	46.0 ± 2.6*	35.3 ± 3.1* ^,^ ^†^	% § #
FS (%)	24.2 ± 1	23.7 ± 0.7	19.7 ± 1.3*	14.4 ± 1.4* ^,^ ^†^	% § #
HR (min^−1^)	435 ± 11	459 ± 14	480 ± 13*	476 ± 13.8	§
EDV (μL)	68.3 ± 3.5	73.9 ± 3.8	89.7 ± 9.1*	98.6 ± 11.2*	§
ESV (μL)	29.8 ± 2.1	32.4 ± 1.9	48.0 ± 6.3*	65.5 ± 10.7* ^,^ ^†^	§
SV (μL)	38.5 ± 2.1	41.4 ± 2.5	41.7 ± 3.7	33.1 ± 1.4^†^	%
CO (μL/min)	16 894 ± 1028	18 914 ± 1059	19 798 ± 1765	15 873 ± 1061^†^	%

*Note:* Mean ± SEM; *n* = 14 Control Sham; *n* = 10 c*Sirt5* ^−/−^ Sham; *n* = 15 Control TAC; *n* = 11 c*Sirt5* ^−/−^ TAC; 2‐Way ANOVA: §, effect of TAC; #, effect of c*Sirt5* ^−/−^; % effect of interaction.

Abbreviations: CO, cardiac output; d, diastolic; EDV, end‐diastolic volume; EF, ejection fraction; ESV, end‐systolic volume; FS, fractional shortening; HR, heart rate; LV, left ventricular; LVAW, LV anterior wall; LVID, LV internal diameter; LVPW, LV posterior wall; s, systolic; SIRT5, sirtuin 5; SV, stroke volume; TAC, transverse aortic constriction.

* *p* < 0.05 versus respective Sham.

^†^ *p* < 0.05 versus control TAC using Fisher's LSD test.

### 3.2 Cardiomyocyte‐Specific Overexpression of SIRT5 Has No Effect on Cardiac Dysfunction and Remodeling Following Pressure Overload

Next, we generated mice with cardiomyocyte‐specific overexpression of *Sirt5* (c*Sirt5*‐Tg), displaying a 10‐fold increase in cardiac SIRT5 protein expression compared to control mice (Figure 2A,B). Interestingly, we observed no difference in lysine succinylation (Figure 2C) and malonylation (Figure 2D) in c*Sirt5*‐Tg compared to control hearts. We observed a similar decline in EF between c*Sirt5*‐Tg and control mice following TAC (Figure 2E). While LVID (Figure 2F) and ESV (Table 2) were mildly increased in c*Sirt5*‐Tg compared to control mice following TAC, heart weight (Table S2), LV wall thickness (Figure 2G), cardiomyocyte cell size (Figure 2H), and the degree of myocardial fibrosis (Figure 2I) were similar in c*Sirt5*‐Tg and control mice following TAC. Thus, cardiomyocyte‐specific overexpression of SIRT5 did not affect cardiac dysfunction and remodeling in response to chronic pressure overload. Based on this, we chose to focus all subsequent experiments on c*Sirt5* ^−/−^ mice, which showed a clear cardiac impairment.

**FIGURE 2:**
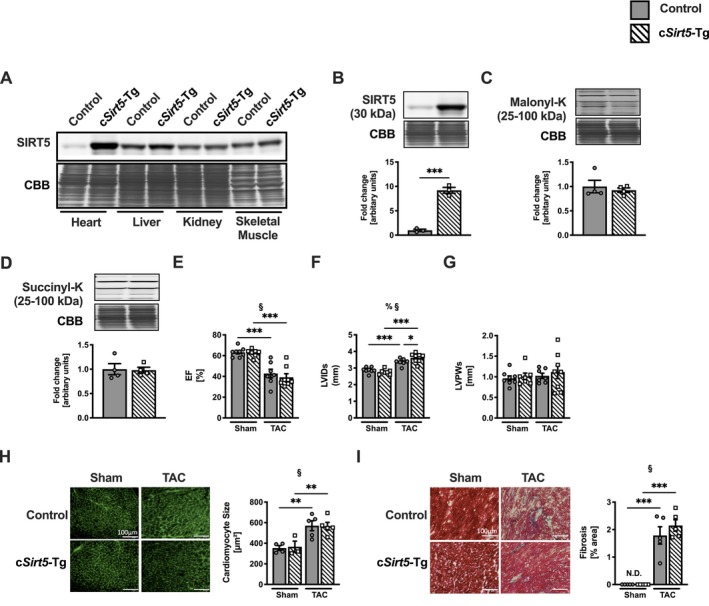
No effects on cardiac structure and function in c*Sirt5*‐Tg mice following TAC. (A) SIRT5 protein expression in heart, liver, kidney, and skeletal muscle and cardiac (B) SIRT5 protein, (C) malonylation and (D) succinylation in hearts of control and c*Sirt5*‐Tg mice (*n* = 4). (E) EF, (F) LVIDs, (G) LVPWs (*n* = 7–8), (H) cardiomyocyte size and (I) myocardial fibrosis (*n* = 4–6) of control and c*Sirt5*‐Tg mice at 8 weeks following Sham or TAC surgery. c*Sirt5*‐Tg, cardiomyocyte‐specific overexpression of *Sirt5*; EF, ejection fraction; ESV, end‐systolic volume; LVIDs, left‐ventricular internal diameter during systole; N.D., not detectable; SIRT5, sirtuin 5; TAC, transverse aortic constriction. 2‐Way ANOVA: §, effect of TAC; % effect of interaction. *p < 0.05, **p < 0.01, ***p < 0.001 using Welch's (B) or unpaired (C, D) *t* test or Fisher's LSD test (E–I).

**TABLE 2:** Echocardiographic parameters of control and c*Sirt5*‐Tg mice 8 weeks following Sham or TAC surgery.

	Control Sham	c*Sirt5‐*Tg Sham	Control TAC	c*Sirt5‐*Tg TAC	2‐Way ANOVA
LVAWd (mm)	0.66 ± 0.03	0.72 ± 0.04	0.94 ± 0.05*	0.84 ± 0.04*	§
LVAWs (mm)	1.06 ± 0.03	1.07 ± 0.07	1.18 ± 0.07	1.09 ± 0.04	
LVIDd (mm)	4.09 ± 0.06	3.91 ± 0.09	4.12 ± 0.07	4.33 ± 0.07* ^,^ ^†^	% §
LVIDs (mm)	2.88 ± 0.06	2.77 ± 0.06	3.37 ± 0.08*	3.62 ± 0.10* ^,^ ^†^	% §
LVPWd (mm)	0.96 ± 0.06	1.01 ± 0.08	1.02 ± 0.06	1.12 ± 0.16	
LVPWs (mm)	1.29 ± 0.06	1.32 ± 0.09	1.25 ± 0.07	1.32 ± 0.17	
EF (%)	63.3 ± 1.6	62.7 ± 1.4	42.8 ± 4.2*	39.2 ± 3.4*	§
FS (%)	29.5 ± 1.1	29.1 ± 1	18.1 ± 2.1*	16.3 ± 1.8*	§
HR (min^−1^)	434 ± 16	425 ± 38	469 ± 25	467 ± 11	
EDV (μL)	68.6 ± 2.9	60.4 ± 4.6	70.4 ± 3.6	81.6 ± 3.7* ^,^ ^†^	% §
ESV (μL)	24.2 ± 1.4	21.5 ± 1.4	38.7 ± 2.5*	48.4 ± 3.7* ^,^ ^†^	% §
SV (μL)	44.5 ± 2.2	38.9 ± 3.4	31.6 ± 3.8*	33.2 ± 2.9	§
CO (μL/min)	19 315 ± 1206	16 963 ± 2598	14 977 ± 2216	15 674 ± 1643	

*Note:* Mean ± SEM; *n* = 8 Control Sham; *n* = 7 cSirt5‐Tg Sham; *n* = 7 Control TAC; *n* = 8 cSirt5‐Tg TAC; 2‐Way ANOVA: §, effect of TAC; #, effect of cSirt5‐Tg; %, effect of interaction.

Abbreviations: CO, cardiac output; d, diastolic; EDV, end‐diastolic volume; EF, ejection fraction; ESV, end‐systolic volume; FS, fractional shortening; HR, heart rate; LV, left ventricular; LVAW, LV anterior wall; LVID, LV internal diameter; LVPW, LV posterior wall; s, systolic; SIRT5, sirtuin 5; SV, stroke volume; TAC, transverse aortic constriction.

* *p* < 0.05 versus respective Sham.

^†^ *p* < 0.05 versus control TAC using Fisher's LSD test.

### 3.3 Cardiomyocyte‐Specific Overexpression of SIRT5 Does Not Increase Myocardial Lipid Peroxidation Following Pressure Overload

Since loss of SIRT5 aggravated cardiac dysfunction and remodeling (Figure 1), and knowing that SIRT5 has been previously shown to protect against ROS‐induced damage [26], we explored a role for oxidative stress by evaluation of lipid peroxidation. Total myocardial (Figure S1A) and mitochondrial (Figure S1B) levels of 4‐hydroxynonenal (4‐HNE), an indicator of lipid peroxidation, were similar between groups, whereas TBARS assay demonstrated a decrease of malondialdehyde (MDA) in c*Sirt5* ^−/−^ hearts following TAC (Figure S1C). While gene expression of superoxide dismutase 2 (*Sod2*) and catalase (*Cat*) was not different between groups, gene expression of thioredoxin 1 (*Trxn1*), peroxidase 3 (*Prdx3*), glutathione peroxidase 1 and 4 (*Gpx1*, *Gpx4*) were markedly elevated in c*Sirt5* ^−/−^ compared to control hearts following TAC (Figure S1D). Thus, while increased expression of antioxidant genes suggests increased detoxification of ROS, the absence of increased lipid peroxidation might explain, at least in part, that cardiac ROS homeostasis was preserved in c*Sirt5* ^−/−^ mice following TAC and, therefore, is unlikely to be responsible for exacerbation of cardiac dysfunction in the absence of SIRT5 following pressure overload.

### 3.4 Cardiomyocyte‐Specific Deletion of SIRT5 Dampens Changes in Myocardial Gene Expression Following Pressure Overload

To further explore mechanisms underlying aggravation of cardiac dysfunction and remodeling in c*Sirt5* ^−/−^ mice following TAC, we performed an unbiased transcriptomic profiling using bulk RNA sequencing. 

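*Sirt5*, which encodes the mitochondrial deacylase deleted from cardiomyocytes in these mice, was lower in c*Sirt5* -/- than in control hearts after Sham and after TAC surgery. The gene (ENSMUSG00000054021) lies on chromosome 13 of GRCm39 from 43518972 to 43548679. Its normalized count was 686.1 ± 181.5 (SD, n = 6 hearts) in control Sham and 130.3 ± 65.4 (SD, n = 6) in c*Sirt5* -/- Sham hearts. After TAC it was 697.3 ± 102 (SD, n = 6) in control and 304.7 ± 324.8 (SD, n = 6) in c*Sirt5* -/- hearts. The log2 fold change between genotypes was −2.45 (standard error 0.39, adjusted p = 0.00177 from limma) after Sham and −1.78 (adjusted p = 0.00832) after TAC. Among c*Sirt5* -/- TAC hearts, the libraries labelled replicate 2 and replicate 4 held 886 and 499 normalized counts of *Sirt5*, while the 12 control hearts ranged from 388 to 807. The library labelled c*Sirt5* -/- Sham replicate 3 held 259, and the remaining 9 c*Sirt5* -/- hearts held 85.6 to 139.

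**Figure D1:**
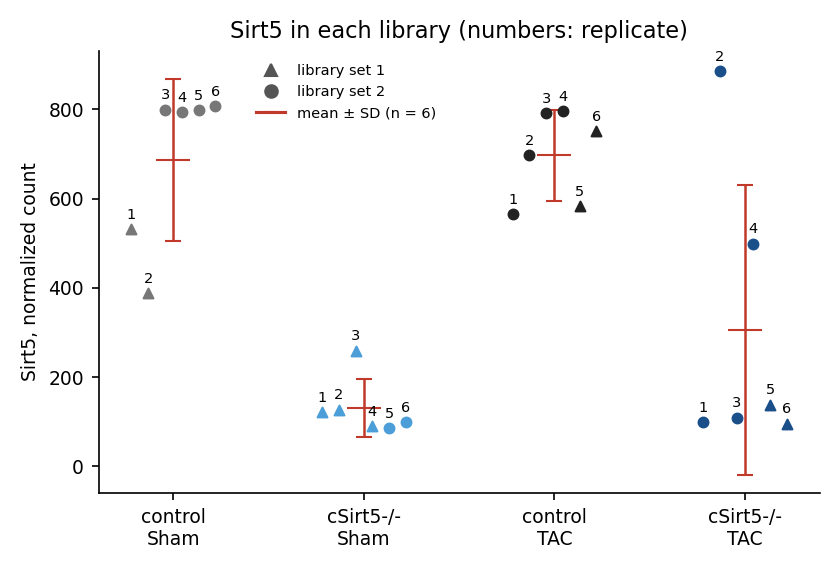
Normalized counts of *Sirt5* in each of the 24 hearts by genotype and surgery, with triangles for library set 1, circles for library set 2 and red marks for the mean ± SD (n = 6). The 2 highest c*Sirt5* -/- TAC hearts, at 886 and 499, stand among or above the control hearts.

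Whole-heart RNA of male mice was sequenced 12 weeks after transverse aortic constriction (TAC) or Sham surgery, with 6 hearts in each of the 4 groups of genotype and surgery. Control mice carried no Cre recombinase and all c*Sirt5* -/- mice carried *Myh6*-Cre, so the effects of Cre and of the deletion share the same groups. The paper reports paired-end sequencing on a HiSeq2000, trimming with Trim Galore, alignment with STAR to GRCm39 and normalization by DESeq2 size factors. The deposited values are normalized counts (signal per gene after size factors) of 24239 genes, from which whole read numbers could be recovered. Recovered depth, in M (mega) reads, ran from 22.5 to 35.8 per library, with medians of 29.6 in control Sham, 26.8 in c*Sirt5* -/- Sham and 30.2 in each TAC group. Group differences were tested with limma on log2(normalized count + 1) in a single model of all 24 libraries, with Benjamini–Hochberg adjustment over all genes.

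The libraries also formed 2 sets that their labels do not name, which differ in the share of reads on the strand opposite to a gene. Over 229 pairs of overlapping genes on opposite strands, the median log2 ratio of antisense to sense counts was −7.6 to −7.15 in the 10 libraries of set 1 and −8.58 to −8.27 in the 14 libraries of set 2. Set 1 holds 4 of the 6 c*Sirt5* -/- Sham hearts and 2 hearts of each other group. Within sets 1 and 2, the log2 fold change of *Sirt5* between genotypes was −1.71 and −3.11 after Sham, and −2.51 and −1.42 after TAC. Animal numbers in the labels fall into 3 series that are spread unevenly over the groups, and no c*Sirt5* -/- Sham heart comes from the series that holds 4 control Sham hearts.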

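The means of macrophage markers after Sham and of nuclear-encoded respiratory chain genes after TAC were higher in c*Sirt5* -/- than in control hearts. Exact permutation tests of these means gave adjusted p = 0.0281 and adjusted p = 0.0844. Neither list passed in camera, a test of whole gene lists, with an estimated correlation between genes. At an adjusted p under 0.1 from limma and a change of more than 1.5-fold, 491 genes differed between genotypes after Sham, 358 higher and 133 lower in c*Sirt5* -/- hearts. After TAC 787 genes differed, 468 higher and 319 lower in c*Sirt5* -/- hearts. *Ndnf*, which encodes a secreted neurotrophic factor, was higher in c*Sirt5* -/- hearts after both surgeries, with log2 fold changes of 1.57 after Sham (adjusted p = 0.000205) and 1.86 after TAC (adjusted p = 2.86e-06).

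In Sham hearts, genes higher in c*Sirt5* -/- mice included *Timp1*, an inhibitor of matrix metalloproteinases (log2 fold change 2.31, adjusted p = 0.0125 from limma), the matrix glycoprotein gene *Tnc* (2.09, adjusted p = 0.00964) and *Lgals3*, which encodes the macrophage lectin galectin-3 (1.93, adjusted p = 0.00933). *Nppa*, which encodes atrial natriuretic peptide, had a log2 fold change of 2.10 (adjusted p = 0.0328). Markers of atrial cardiomyocytes, a list that holds *Nppa*, were also higher on average: 1 of 7 was higher in limma and 3 each in edgeR and DESeq2. Adjusted over the list alone, which here and below means an adjusted p under 0.1 without a fold limit, 6 were higher. The mean log2 differences of these markers were 2.526 in library set 1 and 2.121 in set 2. Their mean log2 values in c*Sirt5* -/- Sham replicates 1 and 5, at 4.85 and 5.31, lay within the control Sham range of 3.93 to 6.94. The remaining c*Sirt5* -/- Sham hearts had 8.39 to 10.88. The adjusted p from camera was 0.0003 for the atrial markers, and adjusted p = 0.275 with an estimated correlation. The MHC class II gene *H2-Ab1*, expressed by antigen-presenting cells, had a log2 fold change of 1.43 (adjusted p = 0.000641). Markers of macrophages moved with this comparison: 5 of 10 were higher in c*Sirt5* -/- Sham hearts and none was lower (9 higher when adjusted over the list alone). Camera gave an adjusted p of 7.43e-09 for these markers, and adjusted p = 0.275 with an estimated correlation. Their mean log2 difference was 0.277 in library set 1 and 0.909 in set 2. *Dmd*, which encodes dystrophin, was lower in c*Sirt5* -/- hearts after Sham (−1.40, adjusted p = 0.00114) and after TAC (−1.56, adjusted p = 0.000131).

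After TAC, 17 of 68 nuclear-encoded genes of the respiratory chain were higher in c*Sirt5* -/- than in control hearts and none was lower (61 higher when adjusted over the list alone). Examples are *Ndufc2* of complex I (log2 fold change 0.62, adjusted p = 0.00271 from limma), *Uqcrh* of complex III (0.75) and *Cycs*, which encodes cytochrome c (0.62). Camera gave an adjusted p of 1.08e-30 for this list, and adjusted p = 0.34 with an estimated correlation. Its mean difference was 0.452, and 0.304 without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range. Beside it, the mean difference of cell type markers was 0.194 for cardiomyocyte (exact permutation p = 0.162), 0.438 for macrophage (p = 0.0216) and −0.208 for endothelial markers (p = 0.0931), and ribosomal protein genes, for which replicate 4 of c*Sirt5* -/- TAC stood apart, differed by 0.418. The sarcomere and Z-disc genes *Myot* (−1.55, adjusted p = 0.000494) and *Xirp2* (−1.46, adjusted p = 0.000608) were lower in c*Sirt5* -/- hearts. The number of genes that differed after Sham was 0 within library set 1 and 1656 within set 2, 489 with the library set as a covariate (404 of them among the 491), and 26 with the animal-number series as a covariate. Without 1 library, the count after Sham was 200 and 299 when replicate 6 or 5 of c*Sirt5* -/- Sham was left out, and 226, 261 and 202 when replicate 4, 5 or 6 of control Sham was. After TAC it was 24 within set 1, 992 within set 2 and 282 without the 2 c*Sirt5* -/- libraries with *Sirt5* at or above the control range, and it fell to 408 when replicate 4 of c*Sirt5* -/- TAC was the only library left out.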

We defined differentially regulated genes (DEGs) as those whose expression levels were above or below a 1.5‐fold change compared to controls, and with an adjusted *p‐*value (*Q*‐value) of < 0.1. 

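Control and c*Sirt5* -/- hearts after TAC lay apart from the Sham hearts of their own genotype on the second principal component, and the means of the 2 TAC groups lay nearer each other than to those of the Sham groups. Replicates 2, 3 and 4 of c*Sirt5* -/- TAC, at 0.28, −0.79 and 0.85, lay nearer the Sham means than the control TAC mean. This component carried 15.9% of the variance of the 500 most variable genes. Its mean was −12.39 ± 10.04 (SD, n = 6) in control Sham, 18.38 ± 8.22 in control TAC, −11.88 ± 5.14 in c*Sirt5* -/- Sham and 5.89 ± 6.81 in c*Sirt5* -/- TAC hearts. TAC moved the mean by 30.77 in control and by 17.77 in c*Sirt5* -/- hearts (two-sided exact permutation test, p = 0.00216 and adjusted p = 0.00433 for each, the smallest p that 6 hearts against 6 allow). These shifts were 31.7 and 30.3 in control hearts of library sets 1 and 2, and 24.8 and 12.4 in c*Sirt5* -/- hearts.

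Between genotypes, the second component differed by −12.49 after TAC (exact permutation p = 0.026, adjusted p = 0.0519) and by 0.51 after Sham (exact p = 0.9). For the difference between the genotypes' TAC shifts, the exact permutation test gave p = 0.0669. The first component, with 38.5% of the variance, followed the library sets, with a mean of −26.69 ± 4.96 (SD, n = 10) in set 1 and 19.06 ± 3.66 (SD, n = 14) in set 2. On it, group means were 5.96 ± 23.28 in control Sham, 6.5 ± 22.08 in control TAC, −14.58 ± 25.55 in c*Sirt5* -/- Sham and 2.12 ± 22.02 in c*Sirt5* -/- TAC hearts (SD, n = 6). No comparison of groups passed on the first component, with exact permutation p = 0.909 for TAC in control hearts and p = 0.104 for genotype after Sham. The difference between library sets was also removed, in a model that held the 4 group labels. Then c*Sirt5* -/- and control Sham hearts parted on the second component by −20.8 (exact permutation p = 0.00866, adjusted p = 0.0216). TAC moved the first component by 35.3 in control and by 22.5 in c*Sirt5* -/- hearts. Since the removal used the labels that the permutation exchanges, and set and genotype are partly mixed after Sham, this p is not a free test of genotype.

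**Figure D2:**
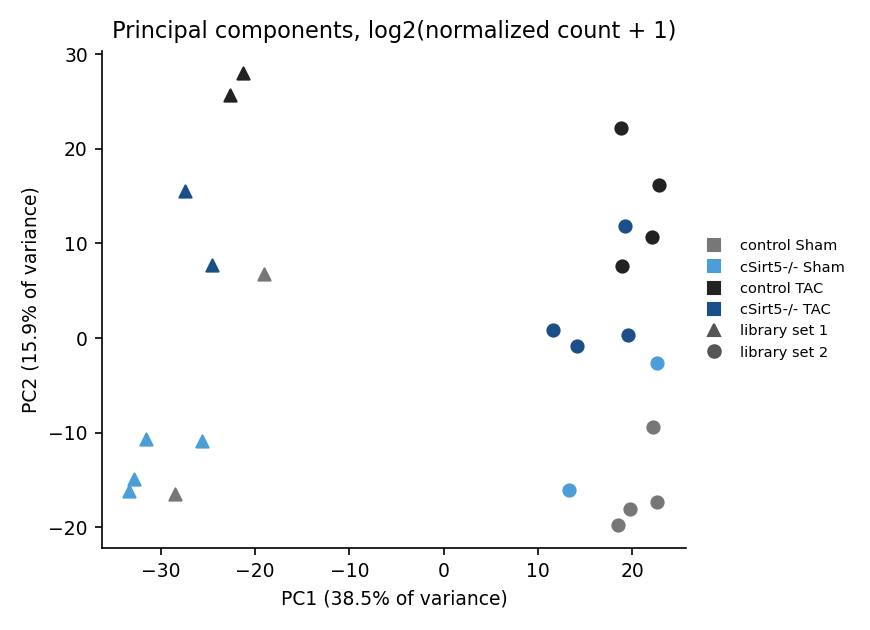
First and second principal components of the 24 hearts from the 500 most variable genes, with triangles for library set 1 and circles for library set 2. Set 1 lies at negative values of the first component, and the mean of control TAC hearts is the highest on the second.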

Principal component analysis (PCA) (Figure 3A) and heatmaps showed that the transcriptomic profiles were markedly different in control hearts following TAC (Figure 3B) and in c*Sirt5* ^−/−^ hearts following Sham (Figure 3C) or TAC (Figure 3D) surgery compared to control hearts. Specifically, the analysis revealed a total of 1786 DEGs in control hearts following TAC, whereas only 293 DEGs were detected in c*Sirt5* ^−/−^ hearts following TAC (Figure 3E). These findings suggest that c*Sirt5* ^−/−^ hearts have an impaired response to several TAC‐induced changes in gene expression. 

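TAC changed many genes in control hearts, among them genes of hypertrophy and of the fetal heart, and fewer genes passed the thresholds in c*Sirt5* -/- hearts. In control hearts 1705 genes differed between TAC and Sham, 916 higher and 789 lower after TAC. In c*Sirt5* -/- hearts 163 genes differed, 61 higher and 102 lower. Of these, 104 were shared and moved the same way, 44 higher and 60 lower, where 11.5 shared genes would be expected by chance. Shared genes numbered 202 with DESeq2, 0 and 6 within library sets 1 and 2, and 23 to 148 when 1 library was left out (c*Sirt5* -/- Sham replicate 4 and replicate 5). No gene moved in opposite directions past the thresholds of limma, nor of edgeR or DESeq2. Of 14 genes of hypertrophy and the fetal program, 13 rose in control hearts (13 when adjusted over the list alone) and 2 in c*Sirt5* -/- hearts (12 when adjusted over the list alone; 3 in edgeR and 7 in DESeq2, each with 13 in control hearts). Camera gave an adjusted p of 1.07e-22 for this list in control hearts (adjusted p = 0.0277 with an estimated correlation) and of 2.64e-12 in c*Sirt5* -/- hearts (adjusted p = 0.113 with an estimated correlation). Its mean change differed between genotypes by −1.191 (exact permutation test, adjusted p = 0.0741), with a difference of 0.73 after Sham (0.268 and 1.233 within library sets 1 and 2; camera adjusted p = 0.4 with an estimated correlation) and one of −0.461 after TAC (exact p = 0.136). For markers of atrial cardiomyocytes, the mean change differed by −2.123 (exact permutation p = 0.146).

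*Myh7*, which encodes the slow myosin heavy chain of the fetal heart, rose from 10580 ± 8170 to 156200 ± 56440 normalized counts in control hearts (SD, n = 6), a log2 fold change of 4.02 (standard error 0.47, adjusted p = 3.69e-06 from limma). Its log2 fold change in c*Sirt5* -/- hearts was 1.68 (adjusted p = 0.105), and the difference between genotypes was −2.35 (adjusted p = 0.196 for the interaction). *Acta1*, the skeletal muscle actin of the fetal program, rose in both genotypes, by log2 fold changes of 3.13 in control and 2.26 in c*Sirt5* -/- hearts (adjusted p = 0.0255 from limma in c*Sirt5* -/-). *Postn*, which encodes the matrix protein periostin, rose by 2.97 in control hearts, and *Gdf15*, a stress-induced cytokine gene, by 3.28. *Penk*, which encodes the opioid precursor proenkephalin, had log2 fold changes of −2.81 in control and −1.81 in c*Sirt5* -/- hearts. *Lcn2*, which encodes the acute-phase protein lipocalin-2, rose in c*Sirt5* -/- hearts by 2.29 (adjusted p = 0.0369). *Edn3*, an endothelin gene, rose by 1.92 (adjusted p = 0.00687).

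An edgeR quasi-likelihood test on the recovered reads gave 1730 and 146 DEGs, and the DESeq2 Wald test gave 1790 and 294. The count in c*Sirt5* -/- hearts was 59 when its 12 libraries were fitted alone, 727 with the animal-number series as a covariate and 133 without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range. It ran from 33 without replicate 4 of c*Sirt5* -/- Sham to 239 without replicate 5 of that group. Libraries of set 1 alone gave 0 and those of set 2 alone gave 20, against 1229 and 1334 in control hearts. In the authors' deposited comparison, the paper's own counts of 1786 and 293 include 1515 and 129 of the genes called here.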

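The genes that TAC changed in control hearts had mostly the same direction in c*Sirt5* -/- hearts. Over the 1705 DEGs of control hearts, 86.7% had the same sign in both genotypes, and the median size of the log2 fold change was 1.05 in control and 0.395 in c*Sirt5* -/- hearts. Over the 163 DEGs of c*Sirt5* -/- hearts it was 0.971 in control and 1.09 in c*Sirt5* -/- hearts, so each choice of genes favours the genotype it was made in. Over all 24239 genes the medians were 0.251 and 0.207. A TAC score was computed for each heart as the mean log2 value of 692 genes that rose minus that of 595 genes that fell, then halved. Its genes were chosen from the average of both genotypes' responses. The score was not centred, so its sign in a single heart has no meaning and only differences between hearts do. The mean score was higher after TAC by 1.316 in control and by 0.838 in c*Sirt5* -/- hearts. Its genes were chosen for a response to TAC, so a test of TAC against Sham would restate that choice and is not given.

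The score was −0.56 ± 0.262 (SD, n = 6) in control Sham and 0.755 ± 0.303 in control TAC hearts, and −0.391 ± 0.219 in c*Sirt5* -/- Sham and 0.447 ± 0.187 in c*Sirt5* -/- TAC hearts. Between genotypes the score differed by 0.17 after Sham (exact permutation p = 0.238) and by −0.308 after TAC (p = 0.0671). The TAC effect was smaller in c*Sirt5* -/- hearts by −0.477 (exact permutation test of genotype labels within each surgery, p = 0.0269 over 853776 labelings). This difference was −0.416 within library set 1 and −0.696 within set 2. The exchanges disregarded library set and animal-number series, so this p does not separate genotype from them.

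**Figure D3:**
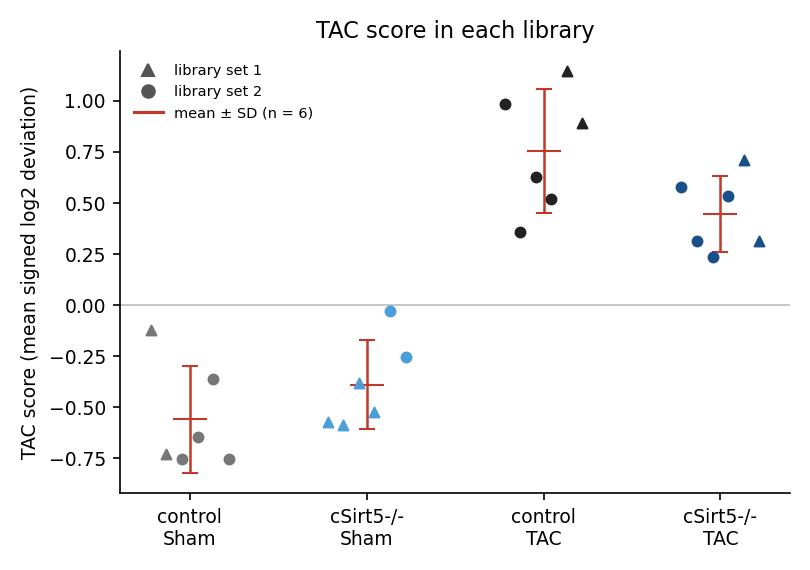
TAC score of each heart by genotype and surgery in log2 units, with triangles for library set 1, circles for library set 2 and red marks for the mean ± SD (n = 6). The mean score is higher after TAC in each genotype, by 1.316 in control and by 0.838 in c*Sirt5* -/- hearts. The score is not centred, so its 0 marks no baseline.

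In the limma interaction term, 22 genes differed in their TAC response between genotypes, 13 with a higher and 9 with a lower response in c*Sirt5* -/- hearts (2379 at an unadjusted p under 0.05). Among them, *Ccnd2*, which encodes cyclin D2, had an interaction of −0.84 on the log2 scale and *Flnc*, which encodes the Z-disc protein filamin C, of −0.85. *Gpt*, which encodes alanine aminotransferase, had an interaction of 1.28, and *Acot1*, an acyl-CoA thioesterase gene of fatty acid metabolism, of 1.78. For *Ccnd2* and *Gpt* the adjusted p was 0.029 from limma. edgeR gave 25 such genes and the DESeq2 Wald test 268, and limma gave 1 in library set 1 alone and 0 in set 2 alone. The count ran from 11 without control TAC replicate 6 or control Sham replicate 4 or 6 to 118 without control TAC replicate 2, and 19 of 24 omissions of 1 library moved it by over 1.5 times. It was 4 with the animal-number series as a covariate, 1 of them among the 22, and 1 without the 3 c*Sirt5* -/- libraries with the most *Sirt5*, not among the 22. Without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range, the difference in the score was −0.466 (exact permutation p = 0.0513), and with the animal-number series as a covariate it was −0.155 (standard error 0.225), or 0.004, with the direction turned, when the score genes were chosen with that covariate.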

The pathway enrichment analysis conducted on the transcripts uniquely altered in control hearts following TAC revealed that the top PPI cluster (Figure 3F) and 4 of the top 10 pathways identified with only upregulated DEGs were related to collagen fiber formation and extracellular matrix remodeling (Figure 3G). However, based on the fact that both the expression of fibrosis‐related genes (Figure 3H) and collagen content (Figure 1J) were not further increased in c*Sirt5* ^−/−^ compared to control hearts following TAC, it suggests that the exacerbated response of hearts lacking SIRT5 to pressure overload may not be attributed to worsened fibrotic remodeling. Moreover, components of the top 3 PPI clusters (Figure 3F) and 6 of the top 10 pathways with significant enrichment of downregulated DEGs induced in control hearts following TAC were related to mitochondrial FAO and branched‐chain amino acid metabolism (Figure 3G). In contrast, suppression of FAO following TAC was absent in c*Sirt5* ^−/−^ hearts, suggesting that SIRT5 may be required for metabolic reprogramming in response to pressure overload, thereby contributing to the worsening of cardiac function.

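Collagen and other extracellular matrix genes rose together in control hearts after TAC. Of 50 such genes, in one of the lists fixed before the data were examined, 35 rose and 1 fell in control hearts (46 higher and 1 lower when adjusted over the list alone). Of the 50, 3 rose in c*Sirt5* -/- hearts and none fell (33 higher and 1 lower when adjusted over the list alone), with 6 higher in edgeR and 10 in DESeq2, against 36 in control hearts by either. *Col8a1*, which encodes a short-chain collagen, rose by a log2 fold change of 2.36 in control hearts (adjusted p = 1.76e-05 from limma) and by 1.41 in c*Sirt5* -/- hearts (adjusted p = 0.0413). *Ccn2*, which encodes connective tissue growth factor, rose by 2.38 in control hearts (adjusted p = 4.78e-05). *P4ha1*, a subunit of the enzyme that hydroxylates collagen, rose by 0.86. The other two that passed in c*Sirt5* -/- hearts were *Col5a2* (1.06, adjusted p = 0.0788) and *Sparc*, which encodes a collagen-binding protein (0.72, adjusted p = 0.0898).

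Camera gave an adjusted p of 9.05e-25 for the matrix list in control hearts, and adjusted p = 0.159 with an estimated correlation. For c*Sirt5* -/- hearts it gave 1.77e-18, and adjusted p = 0.254 with an estimated correlation. The mean log2 change of the list was 1.149 in control hearts (exact permutation test, adjusted p = 0.0253) and 0.637 in c*Sirt5* -/- hearts (exact p = 0.0411, adjusted p = 0.178). The difference between genotypes in this change was −0.512 (exact permutation p = 0.223). Within library sets 1 and 2, the mean change was 1.365 and 1.041 in control, and 1.044 and 0.24 in c*Sirt5* -/- hearts. Markers of fibroblasts moved with the matrix genes, but both lists hold *Col1a1*, *Col1a2*, *Dcn* and *Lum*, so this agreement is partly built in. Of 10 fibroblast markers, 5 rose in control hearts and none fell (7 higher when adjusted over the list alone). Their mean change was 0.62 (exact permutation test, adjusted p = 0.0253). Of these 10 markers, 1 rose in c*Sirt5* -/- hearts (5 higher and 1 lower when adjusted over the list alone).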

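Fibrosis genes shown in Fig. 3H were not higher in c*Sirt5* -/- than in control hearts after TAC, and *Tgfb2* and *Col4a3* were lower. *Tgfb2* encodes a ligand of the TGF-β family that drives matrix synthesis, and *Col4a3* encodes a chain of basement membrane collagen IV. Of the 5 genes of Fig. 3H, 2 were lower in c*Sirt5* -/- TAC hearts and none was higher (2 lower when adjusted over the list alone). The paper chose these genes on the same libraries, so their count is not independent evidence.

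*Tgfb2* (ENSMUSG00000039239, chromosome 1 from 186354989 to 186438186) had 323.1 ± 65.31 normalized counts (SD, n = 6) in control Sham, 1209 ± 736.4 in control TAC, 453 ± 58.36 in c*Sirt5* -/- Sham and 665.3 ± 194.9 in c*Sirt5* -/- TAC hearts. It rose by a log2 fold change of 1.72 in control hearts after TAC (standard error 0.25, adjusted p = 3.67e-05 from limma), and its change in c*Sirt5* -/- hearts was 0.51 (adjusted p = 0.439). After TAC it differed between genotypes by −0.72 (adjusted p = 0.0872), or −1.27 and −0.44 within library sets 1 and 2. The difference between the genotypes' TAC responses was −1.21 (adjusted p = 0.205 for the interaction).

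*Col4a3* (ENSMUSG00000079465, chromosome 1 from 82564642 to 82699780) had 174.4 ± 48.42 normalized counts (SD, n = 6) in control Sham, 378.4 ± 104.3 in control TAC, 183.7 ± 55.73 in c*Sirt5* -/- Sham and 221.7 ± 105.1 in c*Sirt5* -/- TAC hearts. Its log2 fold change was 1.11 in control hearts after TAC (standard error 0.27, adjusted p = 0.00761 from limma) and 0.16 in c*Sirt5* -/- hearts (adjusted p = 0.867). Between genotypes after TAC it was −0.88 (adjusted p = 0.0538), or −0.89 and −0.87 within library sets 1 and 2, with an interaction of −0.95 (adjusted p = 0.387). Over the wider matrix list, no gene passed between genotypes after TAC in limma, edgeR or DESeq2 (4 higher and 3 lower at an unadjusted p under 0.05), and its mean difference was −0.064 (exact permutation p = 0.848). Without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range, the adjusted p between genotypes after TAC was 0.277 for *Tgfb2* and 0.271 for *Col4a3*. Without replicate 5 of control TAC, it was 0.221 for *Tgfb2* and 0.114 for *Col4a3*. These fits hold fewer libraries, which alone can raise an adjusted p, so the lost calls do not show that those libraries carried the differences.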

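Genes of mitochondrial fatty acid oxidation and of branched-chain amino acid breakdown fell in control hearts after TAC. Of 34 genes of fatty acid oxidation, 18 fell and none rose (28 lower when adjusted over the list alone). Of 23 genes of branched-chain amino acid breakdown, 6 fell and none rose (20 lower when adjusted over the list alone). *Slc27a1*, which encodes a fatty acid transporter, fell by 1.00 on the log2 scale (adjusted p = 3.67e-05 from limma) and the acyl-CoA thioesterase gene *Acot2* fell by 0.85 (adjusted p = 8.53e-05). In the amino acid list, *Ppm1k*, which encodes the phosphatase that activates the branched-chain keto acid dehydrogenase, fell by 1.02 (adjusted p = 0.000151). *Bckdhb*, a subunit of that dehydrogenase, fell by 0.77 (adjusted p = 0.000412), and *Mccc2*, a subunit of a carboxylase of leucine breakdown, fell by 0.73 (adjusted p = 7.31e-05).

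The mean log2 change was −0.557 for fatty acid oxidation (exact permutation test, adjusted p = 0.0169) and −0.48 for branched-chain amino acid breakdown (adjusted p = 0.0211). The fatty acid list changed by −0.865 within library set 1 and by −0.403 within set 2. Camera gave adjusted p values of 8.42e-24 and 9.84e-18 for these lists, and adjusted p = 0.11 and adjusted p = 0.129 with an estimated correlation. Related mitochondrial groups moved the same way. Of 68 nuclear-encoded genes of the respiratory chain 5 fell and none rose (66 lower when adjusted over the list alone), with a mean change of −0.453 (exact permutation test, adjusted p = 0.0169). Of 18 genes of the citric acid cycle, 1 fell and none rose (17 lower when adjusted over the list alone). Camera gave 2.31e-28 for the respiratory chain and 1.72e-12 for the citric acid cycle, and adjusted p = 0.207 and adjusted p = 0.159 with an estimated correlation. For 13 mitochondrially encoded genes of the respiratory chain the mean change was −0.555 (exact permutation test, adjusted p = 0.0384), with no gene past the thresholds in limma (4 lower at an unadjusted p under 0.05, none when adjusted over the list alone), 2 lower in edgeR and 3 in DESeq2. Their adjusted p from camera was 0.00262, and adjusted p = 0.425 with an estimated correlation. Of 12 cardiomyocyte markers 1 fell and none rose (5 lower when adjusted over the list alone), with a mean change of −0.212 (exact permutation p = 0.0411).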

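The fall of fatty acid oxidation genes after TAC was smaller in c*Sirt5* -/- than in control hearts. None of the 34 genes of the list passed the thresholds in c*Sirt5* -/- hearts, in either direction, in limma, edgeR or DESeq2 (none when adjusted over the list alone, and 5 lower at an unadjusted p under 0.05 in limma). Their mean log2 change in c*Sirt5* -/- hearts was −0.126 (exact permutation p = 0.143, adjusted p = 0.328), and the difference between genotypes was 0.431 (exact permutation p = 0.00492, adjusted p = 0.0741). That difference was 0.676 within library set 1 and 0.296 within set 2. Its exact p disregards library set and animal-number series, which are uneven over the groups. After TAC the list differed between genotypes by 0.2 (exact permutation p = 0.186), or 0.447 and 0.077 within the sets. In c*Sirt5* -/- Sham hearts the list was already lower than in control Sham hearts, by −0.231 (exact permutation test, adjusted p = 0.0281), with 1 gene past the thresholds, *Ehhadh* of peroxisomal oxidation (−0.68, adjusted p = 0.0293 from limma; 14 lower when adjusted over the list alone).

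*Acaa2*, which encodes the last enzyme of mitochondrial beta-oxidation (ENSMUSG00000036880, chromosome 18 from 74912268 to 74939279), had 23600 ± 3758 normalized counts (SD, n = 6) in control Sham, 11110 ± 3331 in control TAC, 19970 ± 1694 in c*Sirt5* -/- Sham and 16950 ± 3255 in c*Sirt5* -/- TAC hearts. All 6 control TAC hearts (5915 to 15420) lay below all 6 control Sham hearts (19340 to 29180). Its log2 fold change after TAC was −1.13 in control hearts (standard error 0.16, adjusted p = 3.67e-05 from limma) and −0.26 in c*Sirt5* -/- hearts (adjusted p = 0.568). The interaction was 0.88 (standard error 0.23, adjusted p = 0.16), with adjusted p = 0.0306 in the DESeq2 Wald test. After TAC the gene was higher in c*Sirt5* -/- than in control hearts by 0.65 (adjusted p = 0.0192), or by 0.99 and 0.48 within library sets 1 and 2.

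Genes of branched-chain amino acid breakdown had a mean change of −0.13 in c*Sirt5* -/- hearts (exact permutation p = 0.108), and their difference between genotypes was 0.35 (exact permutation p = 0.0201, adjusted p = 0.112). Mitochondrially encoded genes of the respiratory chain had a mean change of −0.717 in c*Sirt5* -/- hearts (exact permutation p = 0.0563), and their difference between genotypes was −0.162 (exact p = 0.661). Cardiomyocyte markers had a mean change of −0.056 in c*Sirt5* -/- hearts, and their difference was 0.156 (exact permutation p = 0.325). In the interaction, 22 genes of fatty acid oxidation and 12 of branched-chain amino acid breakdown had a higher response in c*Sirt5* -/- hearts when adjusted over the list alone. Over all genes none of them passed in limma or edgeR, while the DESeq2 Wald test called 8 and 3. Camera gave interaction p values of 3.71e-18 and 1.06e-11 for these lists, and adjusted p = 0.245 and adjusted p = 0.264 with an estimated correlation. For the 3 fatty acid oxidation genes of the paper, the mean change was −0.997 in control hearts (exact permutation test, adjusted p = 0.0169) and −0.342 in c*Sirt5* -/- hearts (adjusted p = 0.0985; −0.457 and −0.294 within library sets 1 and 2), and as the paper chose them on these libraries, they are not independent evidence. In c*Sirt5* -/- hearts after TAC, camera gave 0.00714 for the fatty acid list, and adjusted p = 0.667 with an estimated correlation. Without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range, the difference between genotypes was 0.406 for the fatty acid list, and *Acaa2* between genotypes after TAC had an adjusted p of 0.138. Fewer libraries can raise an adjusted p by themselves, so this lost call does not show that those 2 carried the difference of *Acaa2*. Without replicate 5 of control TAC, *Acaa2* was higher by 0.48, under 1.5-fold. From the change that control hearts showed and c*Sirt5* -/- hearts lacked, the paper proposes that SIRT5 may be needed for the metabolic reprogramming of pressure overload.

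**Figure D4:**
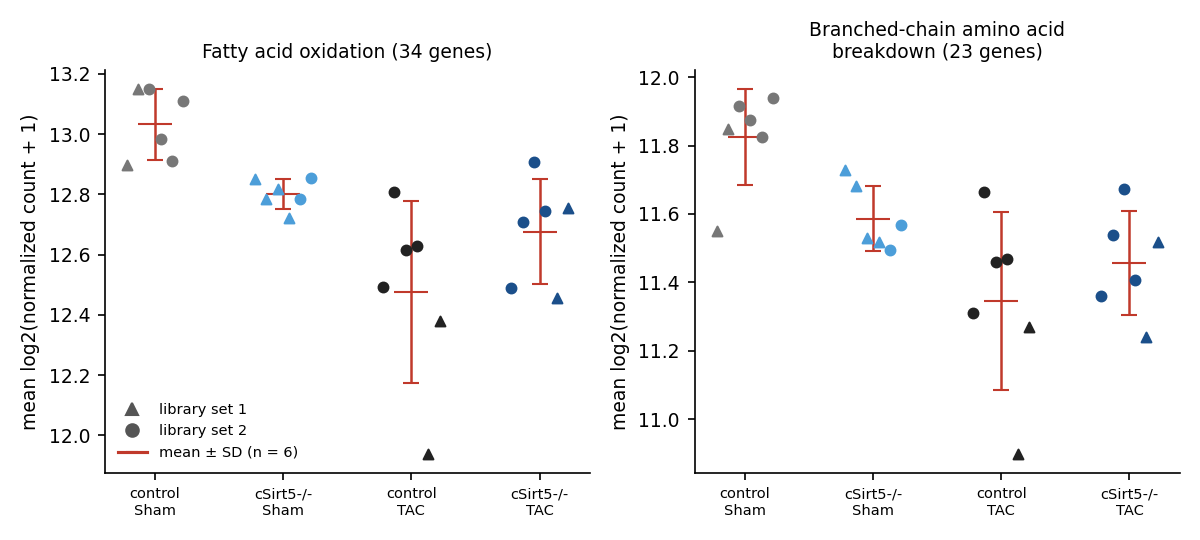
Mean log2 normalized count of the fatty acid oxidation list and of the branched-chain amino acid list in each heart by genotype and surgery, with triangles for library set 1, circles for library set 2 and red marks for the mean ± SD (n = 6). TAC lowered the fatty acid list by a mean of −0.557 in control hearts, with −0.126 in c*Sirt5* -/- hearts.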

**FIGURE 3:**
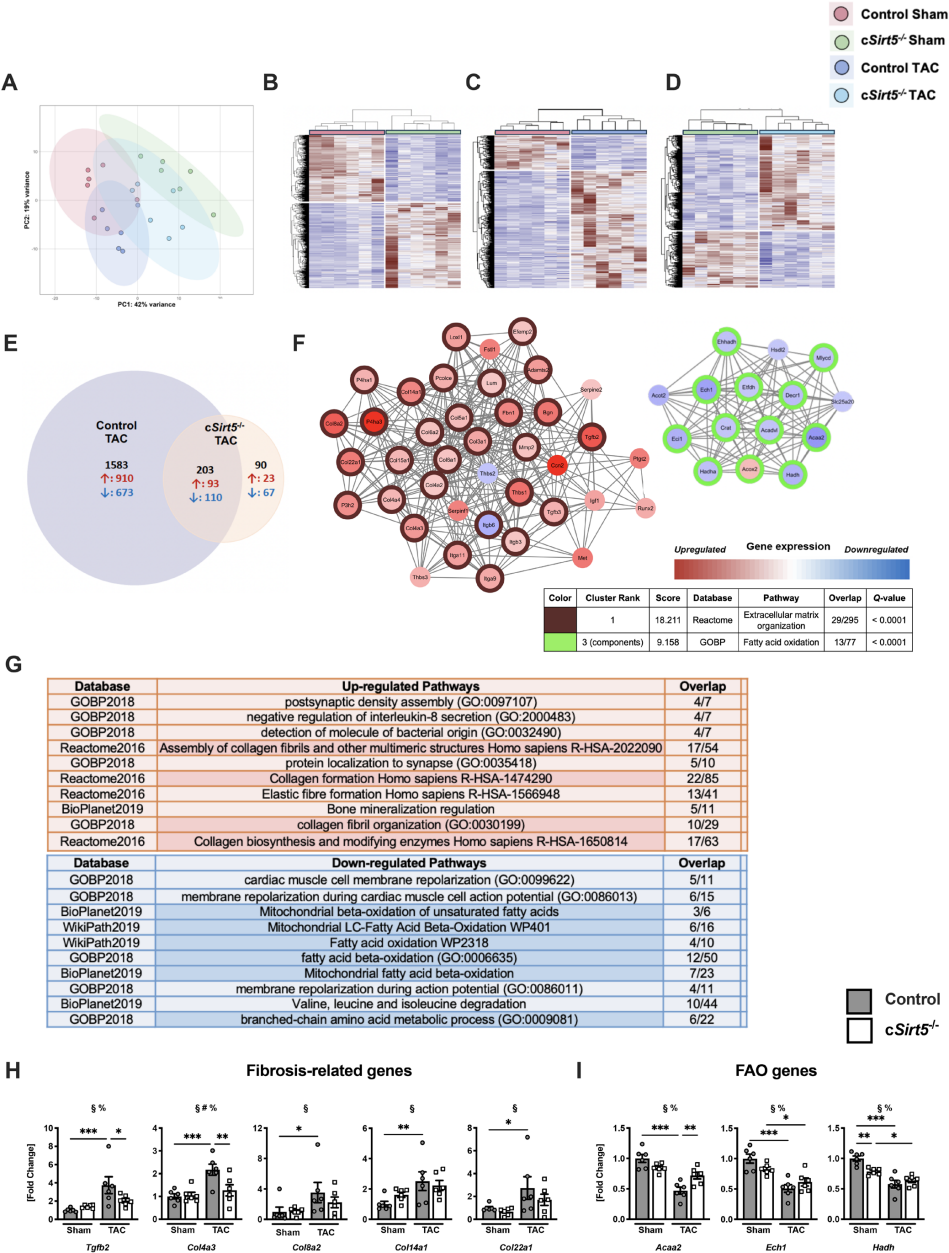
Transcriptional reprogramming of c*Sirt5* ^−/−^ hearts following TAC. (A) PCA plot, and heatmap of DEGs in (B) control Sham versus TAC, (C) control Sham versus c*Sirt5* ^−/−^ Sham, and (D) control TAC versus c*Sirt5* ^−/−^ TAC, (E) Venn diagrams of overlapping DEGs, (F) DEG clusters and (G) pathway analysis of DEGs by GOBP2018, Reactome 2016, BioPlanet2019 and WikiPath2019 in hearts of c*Sirt5* ^−/−^ compared to control mice 12 weeks following Sham or TAC surgery. Myocardial expression of genes related to (H) fibrosis and (I) FAO in control and *cSirt5* ^*−/−*^ mice 12 weeks following Sham or TAC surgery (*n* = 6). DEGs determined based on a Wald test (*p* < 0.1 and FC > 1.5) with Benjamini–Hochberg post hoc adjustment. ACAA, acetyl‐coA acyltransferas; CAT, catalase; CCN, cellular communication network factor; COL, collagen; c*Sirt5* ^−/−^, cardiomyocyte‐specific deletion of *Sirt5*; DEG, differentially expressed genes; ECH, enoyl‐coA hydratase; FAO, fatty acid oxidation; FC, fold change; HADH, hydroxyacyl‐coenzyme A dehydrogenase; SIRT5, sirtuin 5; TAC, transverse aortic constriction; TGFB, transforming growth factor beta. 2‐Way ANOVA: §, effect of TAC; #, effect of c*Sirt5* ^−/−^; % effect of interaction. *p < 0.05, **p < 0.01, ***p < 0.001 using Fisher's LSD test (H, I).

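Among the other fibrosis genes of Fig. 3H, *Col8a2* and *Col14a1* rose in control hearts after TAC and not past the thresholds in c*Sirt5* -/- hearts. *Col8a2* encodes a collagen VIII chain, *Col14a1* a collagen that binds to fibrils and *Col22a1* a collagen of tissue junctions. *Ech1* and *Hadh*, enzymes of fatty acid oxidation shown in Fig. 3I, fell in control hearts. The paper chose these genes on the same libraries, so their directions are not independent evidence.

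*Col8a2* (ENSMUSG00000056174, chromosome 4 from 126180586 to 126208123) went from 61.65 ± 91.17 to 217.2 ± 200.7 normalized counts in control hearts (SD, n = 6; log2 fold change 2.24, adjusted p = 0.0323 from limma). In c*Sirt5* -/- hearts it was 65.12 ± 31.68 after Sham and 138 ± 105.7 after TAC (0.78, adjusted p = 0.695), with an interaction of −1.46 (adjusted p = 0.658). *Col14a1* (ENSMUSG00000022371, chromosome 15 from 55171146 to 55384199) went from 477.8 ± 212.2 to 1200 ± 720.3 in control hearts (1.19, adjusted p = 0.0131) and from 771.1 ± 205.9 to 1067 ± 386.6 in c*Sirt5* -/- hearts (0.44, adjusted p = 0.614), with an interaction of −0.75 (adjusted p = 0.611). *Col22a1* (ENSMUSG00000079022, chromosome 15 from 71667644 to 71906076) had log2 fold changes of 1.05 in control (adjusted p = 0.274) and 1.03 in c*Sirt5* -/- hearts (adjusted p = 0.474). Of the 5 fibrosis genes 4 rose in control hearts (5 higher when adjusted over the list alone), and none passed in c*Sirt5* -/- hearts in limma, edgeR or DESeq2 (none when adjusted over the list alone, and none at an unadjusted p under 0.05). Their mean change was 1.462 in control hearts (exact permutation test, adjusted p = 0.0211) and 0.585 in c*Sirt5* -/- hearts (exact p = 0.173), and the difference was −0.877 (exact p = 0.123).

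*Ech1* (ENSMUSG00000053898, chromosome 7 from 28524642 to 28531672) fell from 28950 ± 5254 to 14710 ± 4433 in control hearts (SD, n = 6; log2 fold change −1.02, standard error 0.18, adjusted p = 0.000311 from limma). In c*Sirt5* -/- hearts it was 23980 ± 2586 after Sham and 17820 ± 4665 after TAC (−0.46, adjusted p = 0.297), with an interaction of 0.56 (adjusted p = 0.463). *Hadh* (ENSMUSG00000027984, chromosome 3 from 131027068 to 131065750) fell from 17210 ± 1756 to 9931 ± 2679 in control hearts (−0.84, adjusted p = 0.000162), and went from 13530 ± 971.1 to 10990 ± 1540 in c*Sirt5* -/- hearts (−0.31, adjusted p = 0.381), with an interaction of 0.53 (adjusted p = 0.332). Within library sets 1 and 2, the change in c*Sirt5* -/- hearts was −0.57 and −0.40 for *Ech1*, and −0.41 and −0.25 for *Hadh*. Without replicate 5 of control TAC, the change of *Col8a2* in control hearts was 1.86 (adjusted p = 0.108). With the animal-number series as a covariate, *Ech1* fell in c*Sirt5* -/- hearts by 0.81 (adjusted p = 0.023), and edgeR and DESeq2 called *Col22a1* in control hearts (adjusted p = 0.0593 and 0.0506).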

### 3.5 Cardiomyocyte‐Specific Deletion of SIRT5 Dysregulates Myocardial Purine Metabolism Following Pressure Overload

To expand our analysis of metabolic mechanisms potentially contributing to exacerbated cardiac dysfunction in c*Sirt5* ^−/−^ hearts, we performed unbiased MS/MS‐based metabolomics. Partial least squares‐discriminant analysis (PLS‐DA) plots showed clear separation for metabolite patterns between Sham and TAC in both control and c*Sirt5* ^−/−^ hearts and between control and c*Sirt5* ^−/−^ Sham hearts. However, metabolite levels in c*Sirt5* ^−/−^ Sham hearts overlapped with all other groups (Figure 4A). A total of 166 metabolites were annotated, of which variables with a VIP score of ≥ 1 were considered relevant. Inosine, an intermediate in the degradation of purines, showed the highest VIP score (Figure 4B). Moreover, 16 of the top 20 metabolites were noted to be involved in the purine and pyrimidine metabolism pathway (indicated in red) (Figure 4B). Inosine and its degradation product, hypoxanthine‐2, increased in the hearts of c*Sirt5* ^−/−^ Sham mice but were also significantly increased in control hearts following TAC (Figure 4C). In contrast, adenosine, adenine, AMP, and ADP were significantly reduced in the hearts of c*Sirt5* ^−/−^ Sham mice (Figure 4C). Thus, our metabolite data highlight a dysregulation of purine metabolism with a shift away from the salvage of adenine nucleotides towards increased degradation of purine metabolites in hearts of c*Sirt5* ^−/−^ mice.

**FIGURE 4:**
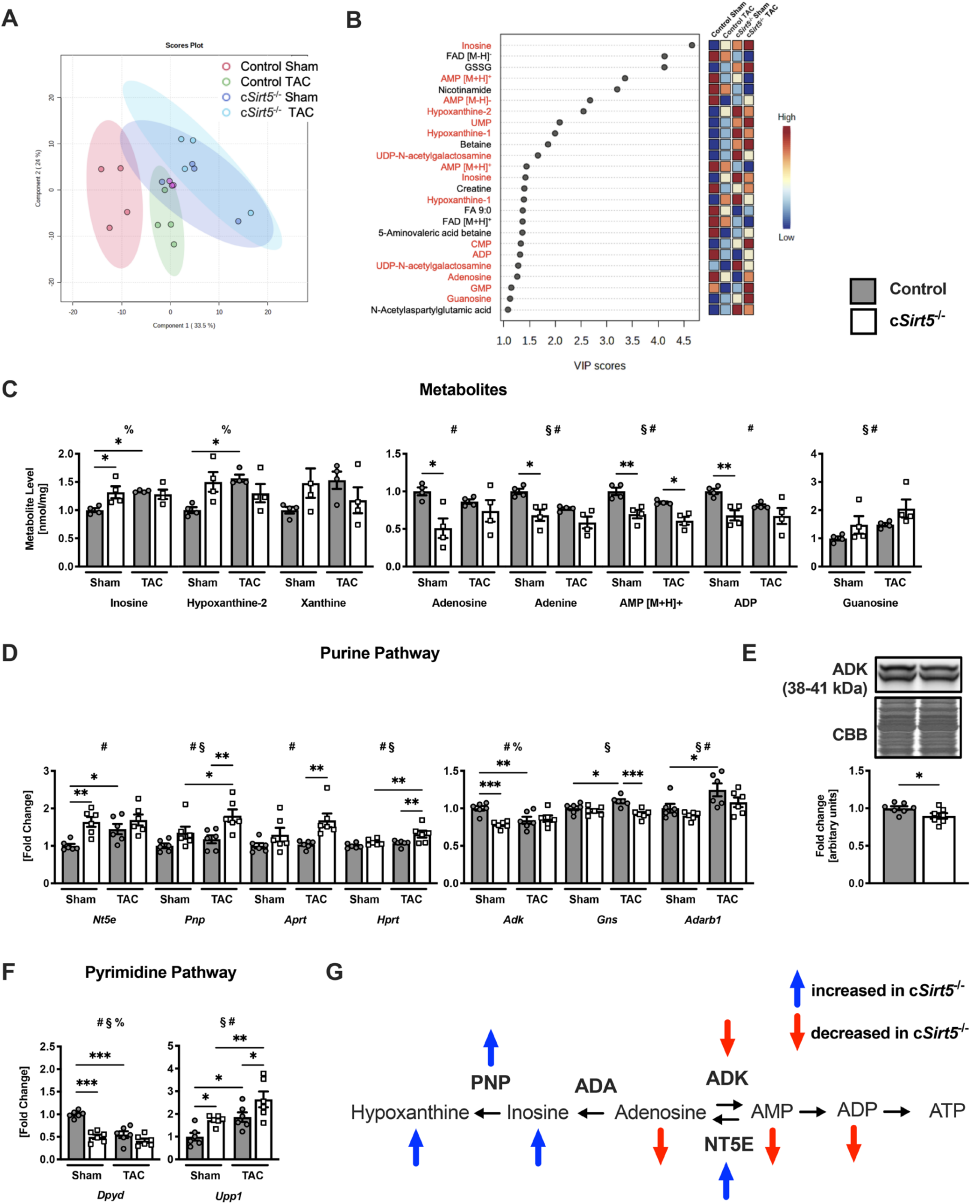
Altered purine and pyrimidine metabolism in c*Sirt5* ^−/−^ hearts following TAC. (A) PLS‐DA plots and (B) VIP scores of top 25 metabolites in c*Sirt5* ^−/−^ hearts compared to control 12 weeks following Sham or TAC surgery (*n* = 6). Changes in myocardial (C) metabolite level and expression of (D) genes related to purine pathway, (E) ADK protein, and (F) genes related to pyrimidine pathway in control and c*Sirt5* ^−/−^ hearts (*n* = 6). (G) Schematic illustrating alterations in gene expression and metabolites involved in purine pathway conversion of adenosine to ATP via ADK or to hypoxanthine via ADA and PNP in c*Sirt5* ^−/−^ hearts. VIP scores ≥ 1.0 were considered significant. ADA, adenosine deaminase; ADARB, ADA acting on RNA specific B; ADK, adenosine kinase; ADP, adenosine diphosphate; AMP, adenosine monophosphate; APRT, adenine phosphoribosyl transferase; ATP, adenosine triphosphate; DPYD, dihydropyrimidine dehydrogenase; GNS, glucosamine (N‐acetyl)‐6‐sulfatase; HPRT, hypoxanthine guanine phosphoribosyl transferase; NT5E, 5′ nucleotidase, ecto; PLS‐DA, partial least squares‐discriminant analysis; PNP, purine‐nucleoside phosphorylase; PRPS, phosphoribosyl pyrophosphate synthetase; SIRT5, sirtuin 5; TAC, transverse aortic constriction; UPP, uridine phosphorylase. 2‐Way ANOVA: §, effect of TAC; #, effect of c*Sirt5*‐Tg; % effect of interaction. *p < 0.05, **p < 0.01, ***p < 0.001 using unpaired *t* test (E) or Fisher's LSD test (C, D, F).

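Of the pyrimidine genes shown in Fig. 4F, *Dpyd* was lower and *Upp1* was higher in c*Sirt5* -/- than in control hearts after Sham. *Dpyd* encodes dihydropyrimidine dehydrogenase, the first enzyme of uracil and thymine breakdown, and *Upp1* encodes uridine phosphorylase. *Dpyd* also fell and *Upp1* also rose in control hearts after TAC.

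*Dpyd* (ENSMUSG00000033308, chromosome 3 from 118355778 to 119226573) had 377.1 ± 29.36 normalized counts (SD, n = 6) in control Sham, 206.8 ± 68.86 in control TAC, 189.1 ± 45.76 in c*Sirt5* -/- Sham and 155.6 ± 44.39 in c*Sirt5* -/- TAC hearts. TAC changed it by −0.95 on the log2 scale in control hearts (adjusted p = 0.00359 from limma) and by −0.29 in c*Sirt5* -/- hearts (adjusted p = 0.633), with an interaction of 0.66 (adjusted p = 0.467). *Upp1* (ENSMUSG00000020407, chromosome 11 from 9068103 to 9086170) had 87.1 ± 36.16 normalized counts (SD, n = 6) in control Sham, 161.9 ± 44.87 in control TAC, 150.5 ± 18.45 in c*Sirt5* -/- Sham and 230.2 ± 74.15 in c*Sirt5* -/- TAC hearts. Its log2 change after TAC was 0.94 in control hearts (adjusted p = 0.00711) and 0.56 in c*Sirt5* -/- hearts (adjusted p = 0.323), with an interaction of −0.38 (adjusted p = 0.744).

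Over 26 genes of pyrimidine metabolism, 2 were higher and 1 was lower in c*Sirt5* -/- than in control Sham hearts (2 higher and 1 lower when adjusted over the list alone). The other one higher was *Nme1*, which encodes a nucleoside diphosphate kinase (0.70, adjusted p = 0.0714 from limma). After TAC, 1 of the 26 was higher and 1 was lower in c*Sirt5* -/- hearts (1 higher and 2 lower when adjusted over the list alone), *Nme1* by 0.70 and *Dctd*, a deoxycytidylate deaminase gene, by −0.70.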

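Most enzymes of purine and pyrimidine synthesis, breakdown and salvage drawn in Fig. S2 did not pass the thresholds between the groups. *Uck2*, which encodes uridine-cytidine kinase of pyrimidine salvage, rose after TAC in both genotypes. In control hearts the ectonucleotidase gene *Entpd1* and the adenosine deaminase gene *Ada* rose after TAC, and *Entpd5*, an ectonucleotidase gene, fell.

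*Uck2* had 1305 ± 397.8 normalized counts (SD, n = 6) in control Sham, 3740 ± 980.9 in control TAC, 1615 ± 371 in c*Sirt5* -/- Sham and 2934 ± 740.4 in c*Sirt5* -/- TAC hearts. Its log2 fold change after TAC was 1.53 in control hearts (standard error 0.18, adjusted p = 4.13e-06 from limma) and 0.85 in c*Sirt5* -/- hearts (standard error 0.18, adjusted p = 0.0344), with an interaction of −0.68 (adjusted p = 0.344). In control hearts after TAC, *Entpd1* changed by 0.60 (adjusted p = 0.0144), *Ada* by 0.93 (adjusted p = 0.0752) and *Entpd5* by −0.69 (adjusted p = 0.00118). Their changes in c*Sirt5* -/- hearts were 0.51 (adjusted p = 0.154) for *Entpd1*, 0.74 (adjusted p = 0.378) for *Ada* and −0.21 (adjusted p = 0.57) for *Entpd5*. Interactions for these genes were −0.09 (adjusted p = 0.938), −0.19 (adjusted p = 0.934) and 0.48 (adjusted p = 0.389). *Adarb1*, which encodes an RNA-editing adenosine deaminase, changed by 0.31 in control hearts (adjusted p = 0.0687), under 1.5-fold. *Ada* shares 20.2% of its exon bases with a gene on the opposite strand.

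*Xdh*, which encodes the xanthine dehydrogenase of uric acid formation, had a log2 change of 0.33 after TAC in control hearts (adjusted p = 0.448 from limma) and 0.12 in c*Sirt5* -/- hearts (adjusted p = 0.878). *Prps1*, *Ppat*, *Adsl*, *Atic*, *Impdh2*, *Ampd2*, *Umps*, *Entpd2*, *Entpd6*, *Entpd7* and *Upb1* passed in no comparison. In c*Sirt5* -/- hearts the rise of *Uck2* had an adjusted p of 0.11 without replicate 4 of c*Sirt5* -/- Sham and of 0.122 without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range. As a smaller fit can lose a call by its size alone, this does not show that those libraries carried the rise.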

To identify potential mechanisms that may involve dysregulated purine metabolism in c*Sirt5* ^−/−^ hearts, we explored related gene expression in our RNA sequencing database (Figure S2). We observed differential expression of various genes involved in purine metabolism (*Nt5e, Pnp, Aprt, Hprt, Adk, Gns*) and pyrimidine metabolism (*Dpyd, Upp1*) in c*Sirt5* ^−/−^ hearts following Sham or TAC surgery (Figure 4D,F). Of these, an increased expression of 5′ nucleotidase, ecto (*Nt5e*) and purine‐nucleoside phosphorylase (*Pnp*) may mediate increased purine degradation, whereas decreased expression of adenosine kinase (*Adk*) may result in impaired salvage of adenosine nucleotides (Figure 4D,F). 

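*Nt5e* was higher in c*Sirt5* -/- than in control hearts after Sham, and *Pnp* and *Aprt* were higher after TAC. *Nt5e* encodes the ectonucleotidase that turns AMP into adenosine, *Pnp* the phosphorylase that splits inosine and guanosine, and *Aprt* the enzyme that salvages adenine. *Hprt* and *Adk*, enzymes of hypoxanthine and adenosine salvage, differed by less than 1.5-fold. The paper chose these genes on the same libraries, so their directions are not independent evidence.

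The log2 difference of *Nt5e* between c*Sirt5* -/- and control hearts was 0.70 after Sham (standard error 0.15, adjusted p = 0.0193 from limma) and 0.23 after TAC (adjusted p = 0.428), with an interaction of −0.47 (adjusted p = 0.468). Within library sets 1 and 2, the difference after Sham was 0.78 and 0.69. *Pnp* (0.62, standard error 0.18, adjusted p = 0.042) and *Aprt* (0.67, standard error 0.17, adjusted p = 0.0212) were higher in c*Sirt5* -/- hearts after TAC. Within library sets 1 and 2, these differences were 0.90 and 0.47 for *Pnp* and 0.40 and 0.80 for *Aprt*. After Sham the differences were 0.40 for *Pnp* (adjusted p = 0.274) and 0.32 for *Aprt* (adjusted p = 0.365), with interactions of 0.22 (adjusted p = 0.831) and 0.34 (adjusted p = 0.684). In c*Sirt5* -/- Sham hearts *Adk* differed from control by −0.35 (standard error 0.09, adjusted p = 0.0411), under 1.5-fold. After TAC the difference was 0.28 for *Hprt* (adjusted p = 0.0637), also under 1.5-fold. *Dpyd* differed after Sham by −1.03 (adjusted p = 0.0152) and *Upp1* by 0.87 (adjusted p = 0.0508), and after TAC these differences were −0.37 (adjusted p = 0.358) and 0.49 (adjusted p = 0.227).

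With the animal-number series as a covariate, the adjusted p after Sham was 0.358 for *Nt5e*, 0.466 for *Dpyd* and 0.608 for *Upp1*, and *Upp1* ranged from 0.00317 to 0.887 over all settings, above 0.1 without replicate 3, 4 or 6 of control Sham or replicate 5 or 6 of c*Sirt5* -/- Sham. Without the 2 c*Sirt5* -/- TAC libraries with *Sirt5* at or above the control range, the difference after TAC was 0.53 for *Pnp* (adjusted p = 0.197) and 0.49 for *Aprt* (adjusted p = 0.177), and replicate 4 of c*Sirt5* -/- TAC alone ended the call of both, as did replicates 3 and 6 of control TAC and replicate 6 of c*Sirt5* -/- TAC for *Pnp*.

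**Figure D5:**
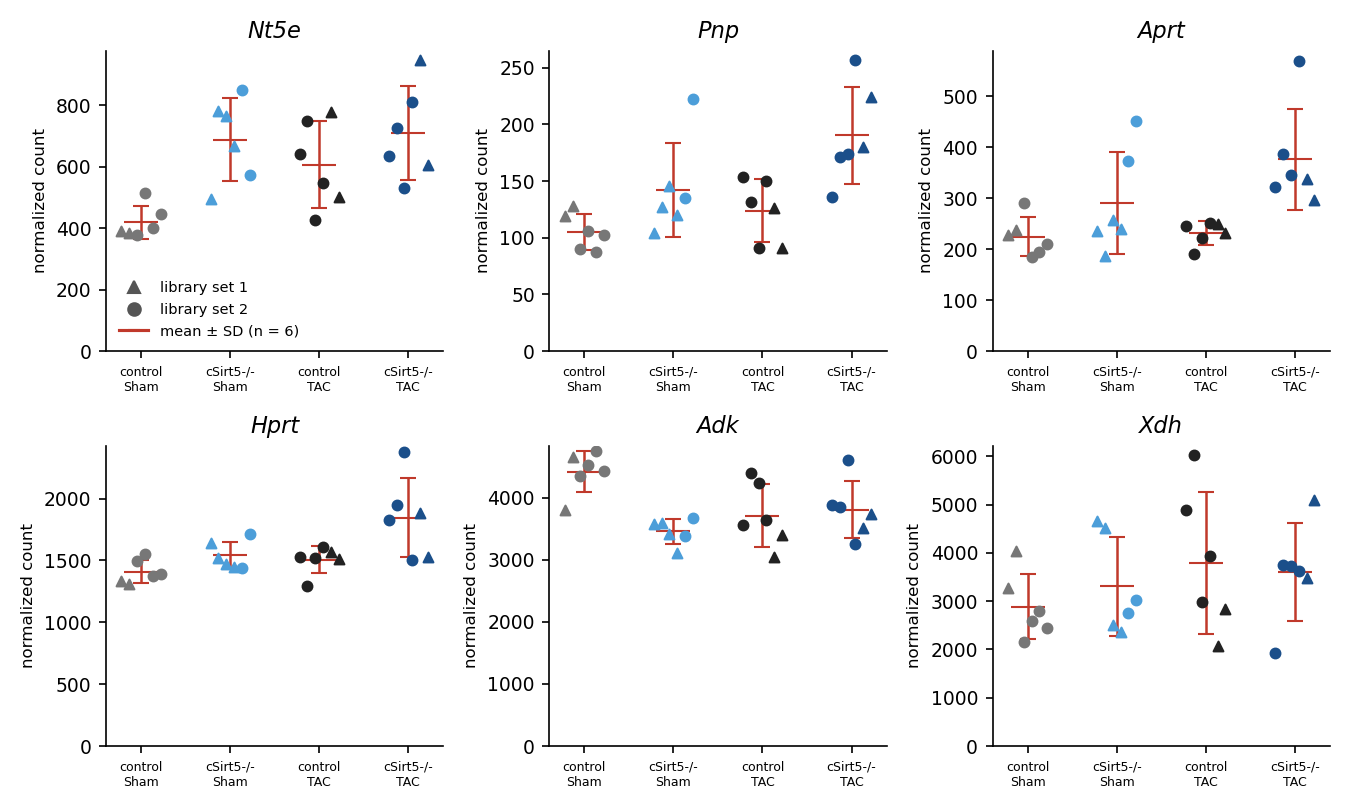
Normalized counts of *Nt5e*, *Pnp*, *Aprt*, *Hprt*, *Adk* and *Xdh* in each heart by genotype and surgery, with triangles for library set 1, circles for library set 2 and red marks for the mean ± SD (n = 6). *Nt5e* is higher in c*Sirt5* -/- Sham hearts than in control Sham hearts, and *Pnp* and *Aprt* are highest in c*Sirt5* -/- TAC hearts.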

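In counts, *Nt5e* was highest in the c*Sirt5* -/- groups, *Pnp* was highest in c*Sirt5* -/- TAC hearts, and *Adk* was highest in control Sham hearts. *Nt5e* (ENSMUSG00000032420, chromosome 9 from 88209250 to 88254145) had 419.1 ± 53 normalized counts (SD, n = 6) in control Sham, 606.4 ± 140.2 in control TAC, 687.4 ± 134.7 in c*Sirt5* -/- Sham and 708.8 ± 152.1 in c*Sirt5* -/- TAC hearts. *Pnp* (ENSMUSG00000115338, chromosome 14 from 51168539 to 51202694) had 105.5 ± 15.87, 123.7 ± 27.73, 142.3 ± 41.51 and 190.2 ± 43.05 normalized counts (SD, n = 6) in these groups. *Adk* (ENSMUSG00000039197, chromosome 14 from 21102642 to 21498637) had 4420 ± 333.4, 3712 ± 511.8, 3457 ± 202.5 and 3809 ± 458.6.

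All 6 c*Sirt5* -/- Sham hearts had fewer *Adk* counts (3109 to 3669) than all 6 control Sham hearts (3806 to 4745; exact permutation p = 0.00216, adjusted p = 0.0249). After TAC, the log2 difference of *Adk* between c*Sirt5* -/- and control hearts was 0.04 (adjusted p = 0.869 from limma). TAC changed *Adk* by −0.26 in control hearts (adjusted p = 0.0614), under 1.5-fold, and by 0.13 in c*Sirt5* -/- hearts (adjusted p = 0.582), with an interaction of 0.39 (adjusted p = 0.254). *Nt5e* changed after TAC by 0.51 in control hearts (adjusted p = 0.029), under 1.5-fold, and by 0.04 in c*Sirt5* -/- hearts (adjusted p = 0.939). For *Pnp* the changes after TAC were 0.21 in control (adjusted p = 0.586) and 0.43 in c*Sirt5* -/- hearts (adjusted p = 0.342). *Pnp* shares 18.4% of its exon bases with another gene on the same strand and has a close paralog, *Pnp2*, with which it can share reads.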

In line with this, we also found significantly decreased ADK protein expression in c*Sirt5* ^−/−^ hearts (Figure 4E). Collectively, metabolite and gene expression data may suggest that SIRT5 deficiency induces a transcriptional dysregulation of enzymes at the interface of purine degradation and adenosine nucleotide salvage, thereby impairing ATP regeneration and ultimately cardiac energetics (Figure 4G).

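Over the whole pathway, genes of purine breakdown and salvage differed little between genotypes, and genes of purine synthesis also differed by small amounts. Of 23 measured genes of purine breakdown and salvage, 3 were higher and none was lower in c*Sirt5* -/- than in control hearts after TAC (6 higher and 1 lower when adjusted over the list alone). *Pnp* and *Aprt* are in this list, and the third was *Nt5c*, which encodes a cytosolic nucleotidase (log2 fold change 0.62, adjusted p = 0.0581 from limma). After Sham 1 of the 23 was higher, *Nt5e* (2 higher and 2 lower when adjusted over the list alone). None of 20 genes of purine synthesis passed between genotypes after TAC in limma, edgeR or DESeq2 (3 higher when adjusted over the list alone, and 4 at an unadjusted p under 0.05).

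The mean log2 difference of the breakdown list between genotypes was 0.134 after TAC (exact permutation p = 0.0238, adjusted p = 0.103) and 0.014 after Sham. Within library sets 1 and 2, the difference after TAC was 0.236 and 0.082. TAC changed the mean of this list by 0.083 in control hearts (exact permutation p = 0.104) and by 0.202 in c*Sirt5* -/- hearts (exact test, adjusted p = 0.0985), and the difference was 0.119 (exact p = 0.167). For the synthesis list, the mean difference after TAC was 0.126 (exact permutation test, adjusted p = 0.0844). The mean of the paper's 25 purine and pyrimidine genes differed between genotypes after TAC by 0.114 (exact permutation test, adjusted p = 0.0844) and changed after TAC by 0.185 in c*Sirt5* -/- hearts (adjusted p = 0.0422), which is not independent evidence, since the paper chose them on these libraries. Camera gave adjusted p values of 0.0381 and 0.0114 for breakdown and synthesis between genotypes after TAC, and adjusted p = 0.34 for each with an estimated correlation. From the metabolite levels and these genes together, the paper proposes that loss of SIRT5 disturbs the transcription of enzymes between purine degradation and salvage of adenosine nucleotides, and through it the regeneration of ATP.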

### 3.6 Decreased SIRT5 and ADK Expression in Human Failing Hearts

To explore the translational significance of the role of loss of SIRT5 in the development of HF, we assessed SIRT5 expression in LV heart tissue of patients with HF, where EF was significantly reduced (26% ± 10%), compared to healthy, age‐ and sex‐matched non‐failing control patients (63% ± 6%) (Figure 5A; Table S5). We observed a 29% and 36% reduction of SIRT5 protein expression (Figure 5B) and *SIRT5* mRNA expression (Figure 5C), respectively, in failing hearts compared to non‐failing hearts, where protein expression reached statistical significance. Total heart succinylation was not altered between groups (Figure 5D). We also assessed the expression of several genes related to purine and pyrimidine metabolism. Importantly, we observed a significant decrease in ADK gene (Figure 5E) and protein (Figure 5F) expression in human failing hearts. Of note, decreased *ADK* expression significantly correlated with the decline in *SIRT5* expression in failing and non‐failing hearts (Figure 5G). Collectively, these findings corroborate results in mice and suggest that decreased levels of SIRT5 in failing human hearts are associated with downregulation of ADK, which may aggravate myocardial energy depletion and thereby promote disease progression in HF.

**FIGURE 5:**
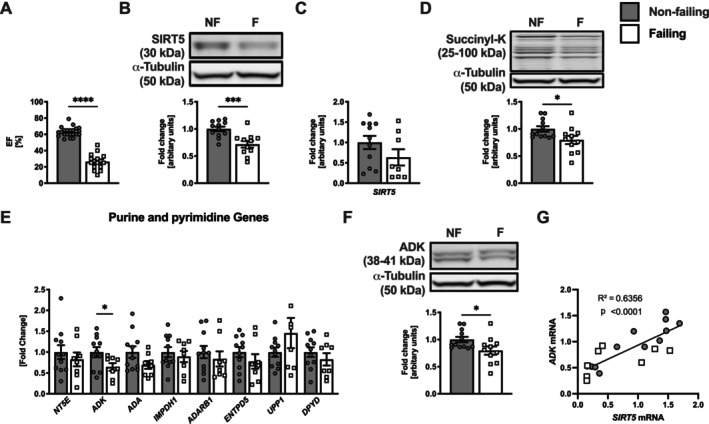
Decreased expression of SIRT5 and ADK in human failing hearts. (A) EF (*n* = 15–20), (B) SIRT5 protein, (C) *SIRT5* gene expression, and (D) total succinylation in LV heart tissue of patients with HF (*n* = 8–12). Expression of (E) purine and pyrimidine genes, (F) ADK protein, and (G) correlation of *ADK* and *SIRT5* gene expression in LV heart tissue of patients with HF (*n* = 10–12). ADA, adenosine deaminase; ADARB, ADA acting on RNA specific B; ADK, adenosine kinase; DPYD, dihydropyrimidine dehydrogenase; ENTPD, ectonucleoside triphosphate diphosphohydrolase; EF, ejection fraction; HF, heart failure; IMPDH, inosine monophosphate dehydrogenase; LV, left ventricular; NT5E, 5′ nucleotidase, ecto; SIRT5, sirtuin 5; TAC, transverse aortic constriction; UPP, uridine phosphorylase. *p < 0.05, ***p < 0.001, ****p < 0.0001 using Welch's (A) or unpaired (B–E, G) *t* test.

## 4 Discussion

Based on controversial studies on the role of SIRT5 in cardiac physiology, we characterized mice with cardiomyocyte‐selective deletion or overexpression of SIRT5. Using both in vivo and ex vivo methodologies, we here show that cardiomyocyte‐selective deletion of SIRT5 aggravates cardiac dysfunction in response to chronic pressure overload, clearly indicating that cardiomyocyte SIRT5 is required for adaptation to increased energy demands. Integrating the results of previous studies now allows a new interpretation of the impact of SIRT5 on cardiac physiology. Our data are in line with studies demonstrating age‐dependent cardiac hypertrophy and dysfunction in mice with germline global knockout of SIRT5 [7], and a study by Hershberger et al. reporting aggravation of pathological hypertrophy and contractile dysfunction also investigated in global SIRT5 knockout mice [9]. These studies have in common that SIRT5 deletion occurred during prenatal development. However, postnatal induction of cardiomyocyte‐restricted SIRT5 deletion with onset of SIRT5 deletion no earlier than 3 weeks after birth and onset of significantly increased protein succinylation at an adult age did not affect cardiac function and structure [10], strongly suggesting that the temporal difference in SIRT5 deletion among transgenic models is critical for the cardiac phenotype. Indeed, structural development and energy metabolism of cardiomyocyte mitochondria undergo profound remodeling in the early weeks of life, evidenced by strong growth, alterations in dynamics, and biogenic signaling of mitochondria [27, 28]. Perturbations during this susceptible phase of mitochondrial development can result in severe cardiac defects and pump failure [28]. Thus, it seems very likely that a profound and persistent intervention such as complete deletion of SIRT5, a protein regulating multiple energy metabolic pathways within mitochondria, may have deleterious effects if hearts are energetically challenged in later life. Conversely, the heart may cope much better with the onset of SIRT5 deletion in an adult stage. Since we observed a marked phenotype in mice with cardiomyocyte‐selective SIRT5 deletion (in contrast to Hershberger et al. [10]), multitissue effects are unlikely to explain why postnatal deletion of SIRT5 did not cause any detrimental cardiac phenotype [10]. Conduction of functional and molecular studies during the prenatal and early postnatal phase using our transgenic model may help to further characterize the actual impact or to identify novel targets of SIRT5.

In contrast to *cSirt5* ^*−/−*^ mice, cardiomyocyte‐restricted overexpression of SIRT5 showed no abnormalities in cardiac function or structure following TAC in our study. Guo et al. demonstrated that overexpression of SIRT5 can even be protective against pressure overload induced LV dilation, cardiomyocyte hypertrophy, and systolic dysfunction [12]. The differences between the two studies may be related to the use of profoundly older (4 to 8 months) mice by Guo et al. or may be attributed to the whole‐body SIRT5 overexpression model employed in that study. In addition, protein succinylation was not reduced in our study (for unknown reasons), but in the study of Guo and colleagues [12], implying that the magnitude of baseline succinylation may be relevant to achieve beneficial effects of SIRT5 overexpression. Loss of SIRT5 enzymatic activity in our animal model is unlikely, given that our *cSirt5* ^*−/−*^ mice were generated using floxed SIRT5 transgenic mice also used in the study by Guo et al. Nonetheless, both studies highlight the important finding that enhanced SIRT5 activation is not detrimental and may bear therapeutic potential in a setting of impaired SIRT5 function to be explored in future studies.

Using unbiased metabolomics, we detected increased levels of myocardial inosine and hypoxanthine and decreased levels of ATP precursors, ADP and AMP, in *cSirt5* ^*−/−*^ mice. A progressive decline in total adenine nucleotides has been previously observed in heart failure models. In the rapid right ventricular pacing model, a decrease in ATP levels correlated with decreased AMP and ADP levels, and an inhibition of de novo purine synthesis has been proposed to underlie adenine nucleotide depletion [16]. In spontaneously hypertensive rats, only a subtle impairment of ADP supplies was sufficient to limit oxidative ATP regeneration [29]. In addition, it has been hypothesized that depletion of intracellular AMP and ADP may impair activation of AMP‐activated protein kinase (AMPK) [30, 31] and phosphofructokinase (PFK) [32], thereby impairing both glycolytic and oxidative energy metabolism in the heart. Thus, synergistic effects of adenine nucleotide depletion and additionally increased energy demands due to chronic pressure overload may have impaired overall ATP turnover to an extent that facilitates aggravation of cardiac dysfunction in *cSirt5* ^*−/−*^ mice following pressure overload.

In contrast to pacing‐induced HF [16], we observed an accumulation of inosine and hypoxanthine in *cSirt5* ^*−/−*^ hearts, associated with increased mRNA levels of NT5E and PNP. NT5E hydrolyzes AMP to form adenosine [33] and downstream metabolites such as inosine and hypoxanthine, and PNP converts inosine to hypoxanthine, suggesting that increased NT5E and PNP may contribute to purine metabolite accumulation in *cSirt5* ^*−/−*^ hearts. Interestingly, increased myocardial NT5E expression has also been observed in HF patients [34, 35]. While the functional consequence of NT5E upregulation in the heart remains to be elucidated, mechanistic insights from loss‐of‐function models suggest both protective and maladaptive effects. Deficiency of NT5E has been shown to exacerbate pressure overload‐induced LV hypertrophy and dysfunction [36], particularly upon enhanced production of proinflammatory cytokines by T cells in the injured myocardium [37], whereas inhibition of NT5E attenuated ischemia reperfusion injury in rabbits attributed to maintenance of ATP precursor availability [38]. In addition to increased NT5E levels in *cSirt5* ^*−/−*^ hearts, decreased expression of ADK could also increase inosine levels but also impair adenosine conversion to AMP, thereby causing or amplifying adenosine nucleotide depletion. Collectively, we hypothesize that SIRT5 deficiency drives a transcriptional dysregulation of enzymes of purine metabolism at the interface of adenosine nucleotide salvage and purine degradation, thereby impairing ATP turnover and aggravating cardiac deterioration (Figure 4F). Previous reports showing accumulation of purine metabolites (e.g., adenosine, adenine, xanthine) and decreased expression of key enzymes of purine *de novo* synthesis (phosphoribosyl pyrophosphate synthetase, PRPS1, and phosphoribosyl pyrophosphate amidotransferase, PPAT) in cerebral cortex of mice lacking SIRT5 may support a direct regulation of enzymes of purine metabolism by SIRT5 deficiency [39].

Using LV samples of HFpatients and of healthy, age‐ and sex‐matched non‐failing control patients, we found decreased levels of SIRT5 in failing human hearts. Based on the fact that SIRT5 is a regulatory enzyme that influences many downstream metabolic pathways and the necessity of a fine‐tuned regulation of metabolism in an organ with continuously high but also changing energy demands, even mild chronic changes of SIRT5 expression may have a significant impact on the pathophysiology of human cardiac disease over time. While the expression of NT5E was not increased in ours but other studies [34, 35], we did find decreased myocardial expression of ADK, which correlated with decreased myocardial expression of SIRT5. Interestingly, cardiomyocyte‐specific *Adk* ^*−/−*^ mice display aggravation of cardiac hypertrophy and development of symptomatic dilative cardiomyopathy in response to chronic pressure overload [40]. Others showed that purine degradation products (ADP, AMP, inosine, hypoxanthine, and xanthine) can be released by the myocardium [41] and that systemic changes in purine metabolites (including inosine and hypoxanthine) have been observed in patients with dilated [18] or hypertrophic [42, 43, 44] cardiomyopathy and HF [45]. Collectively, our animal and human data suggest that decreased levels of SIRT5 in failing human hearts may drive downregulation of ADK, potentially aggravating myocardial energy depletion and promoting disease progression in HF.

## 5 Conclusions

Here we show that loss of SIRT5 in cardiomyocytes aggravates myocardial remodeling and dysfunction upon chronic pressure overload, possibly by ATP precursor depletion due to transcriptional dysregulation of cardiac purine metabolism. Murine and human data suggest that reduced levels of SIRT5 in failing human hearts may drive downregulation of ADK, thereby aggravating myocardial energy depletion and progression of HF. Since SIRT5 overexpression is not harmful and may even protect from HF progression [12], maintaining or restoring normal SIRT5 levels remains a promising therapeutic target for HF patients.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** apha70120‐sup‐0001‐DataS1.zip.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Cardiomyocyte‐Specific Deletion of Sirtuin 5 Accelerates the Development of Heart Failure Upon Dysregulating Purine Metabolism
**Source:** Acta Physiol (Oxf). 2025 Oct 17;241(11):e70120. doi: 10.1111/apha.70120

Supplemental Figure 1

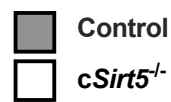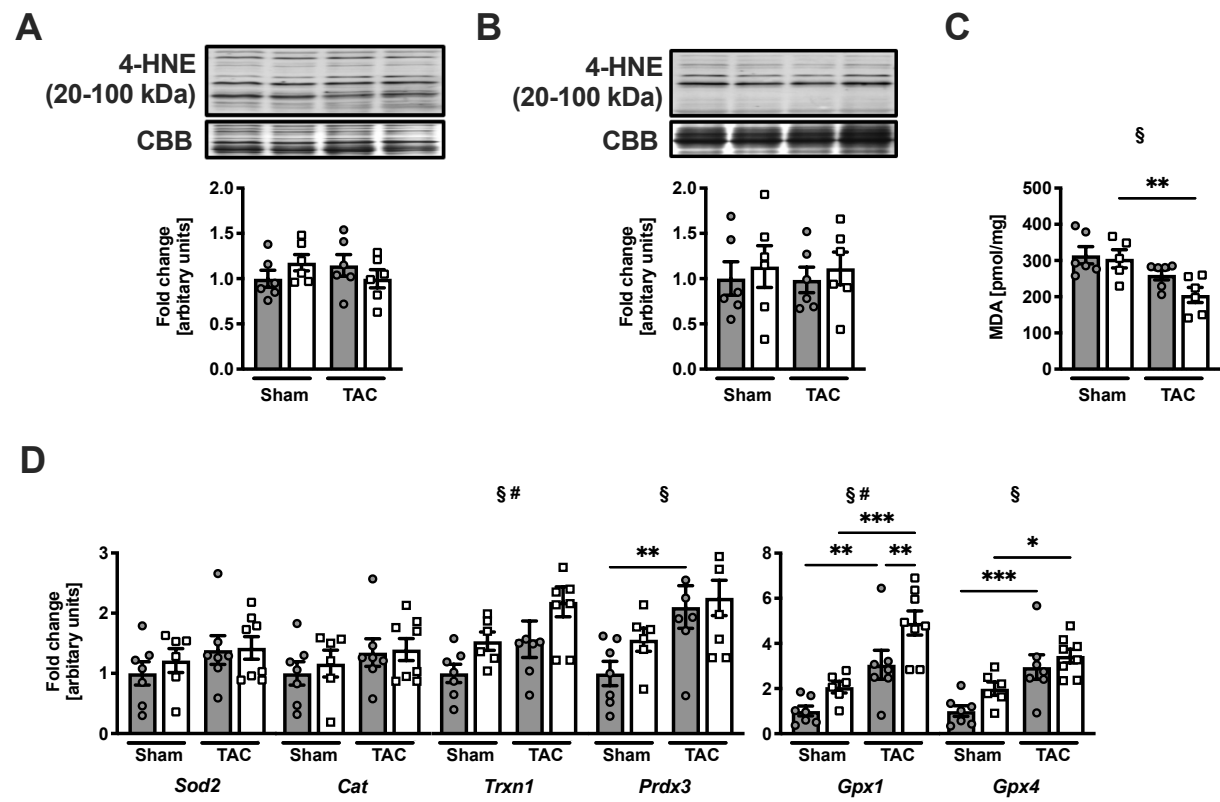

A

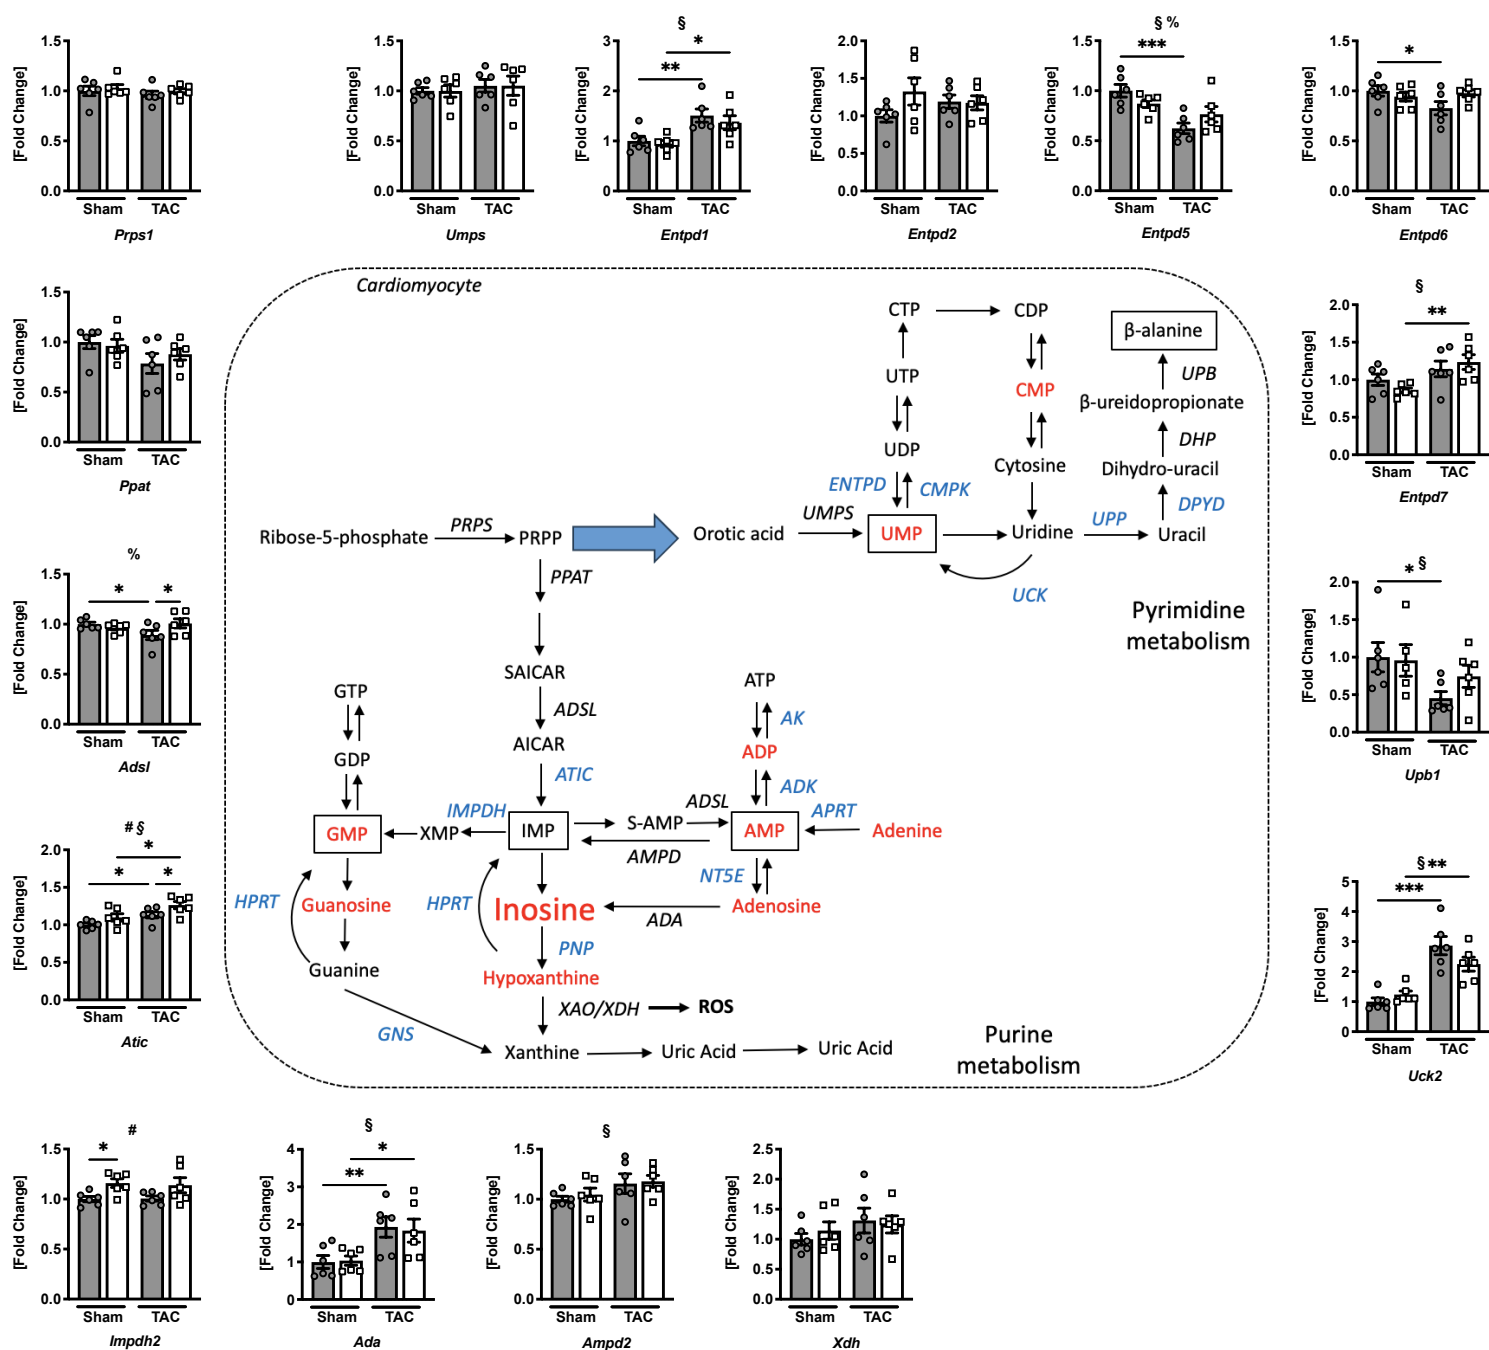

Supplemental Figure 3

Supplemental Full Western Blot Images: **Figure 1A**

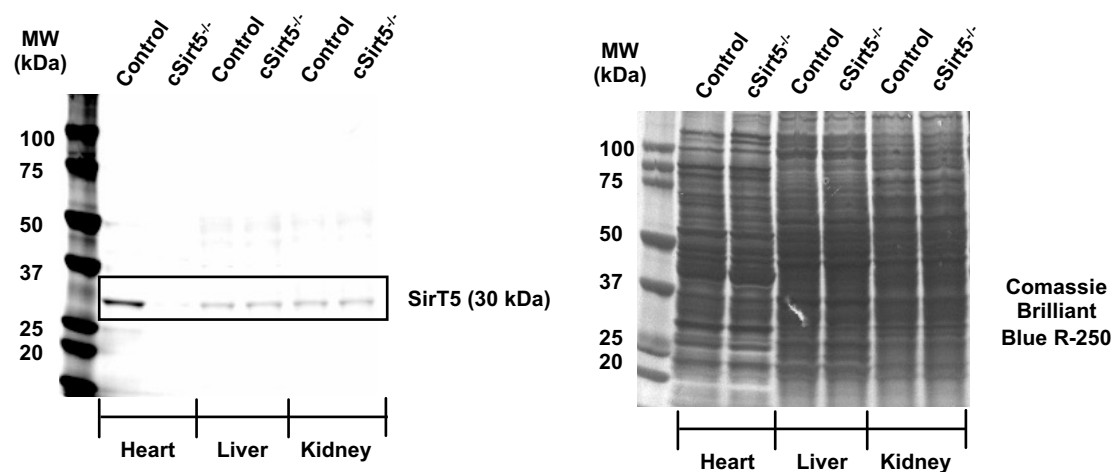

Supplemental Full Western Blot Images: **Figure 2A**

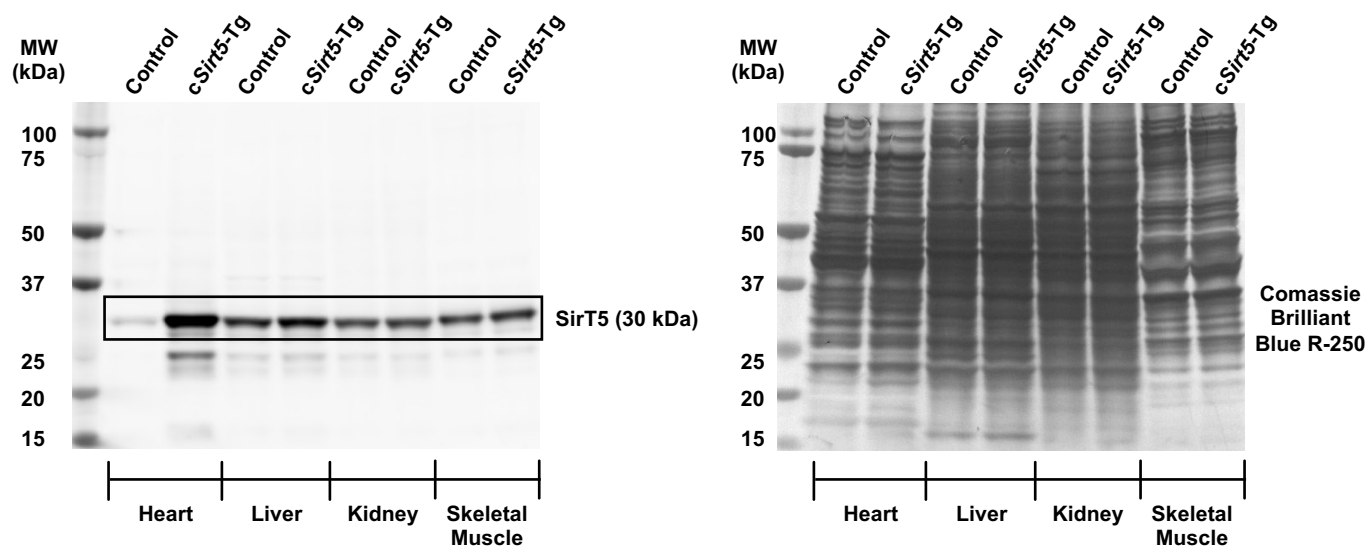

Supplemental Full Western Blot Images: **Figure 2B**

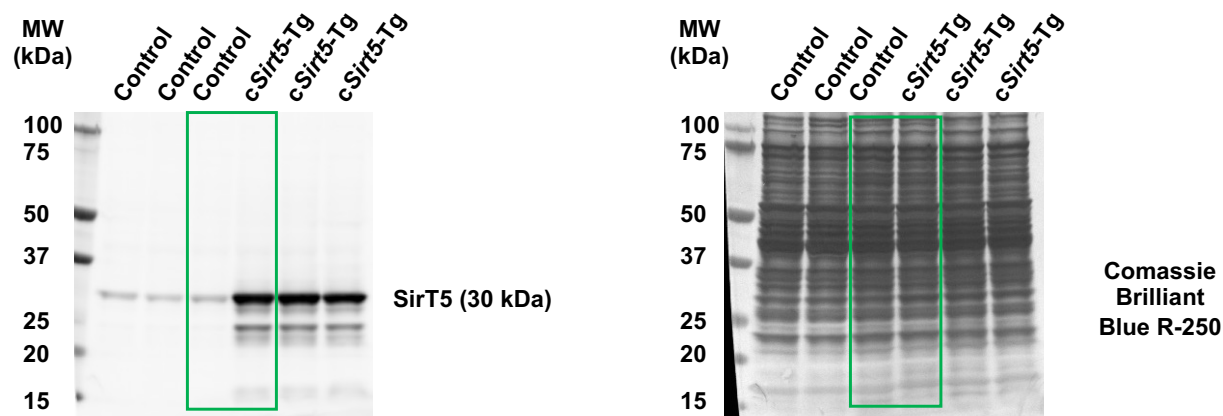

Supplemental Figure 3 con't

Supplemental Full Western Blot Images: **Figure 1C and 1D / Figure 2C and 2D**

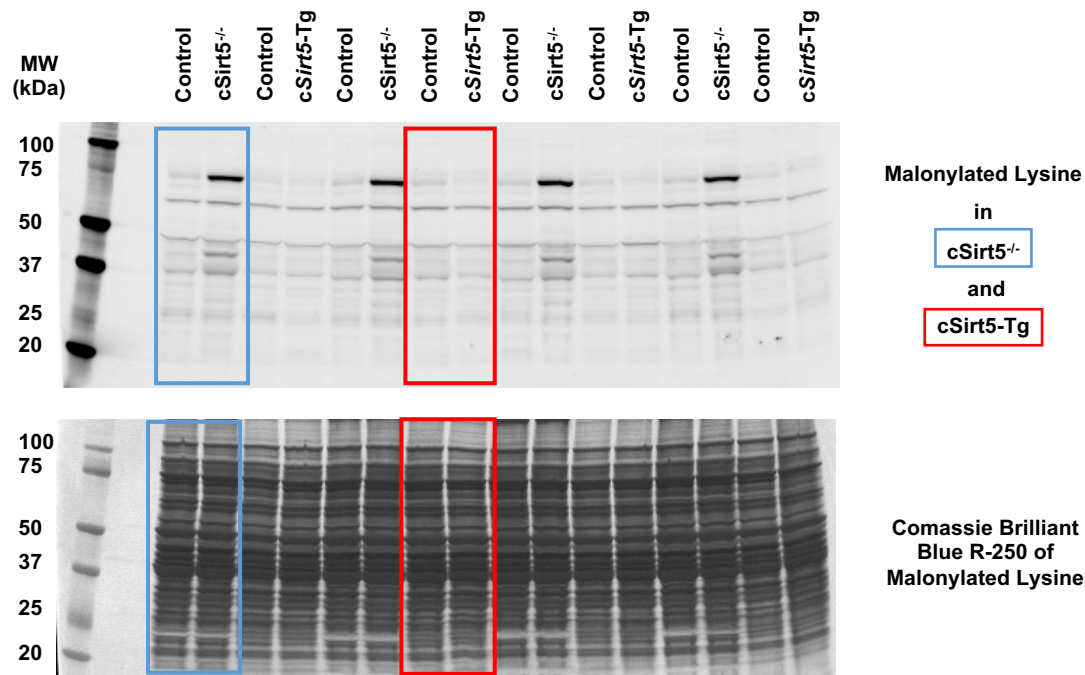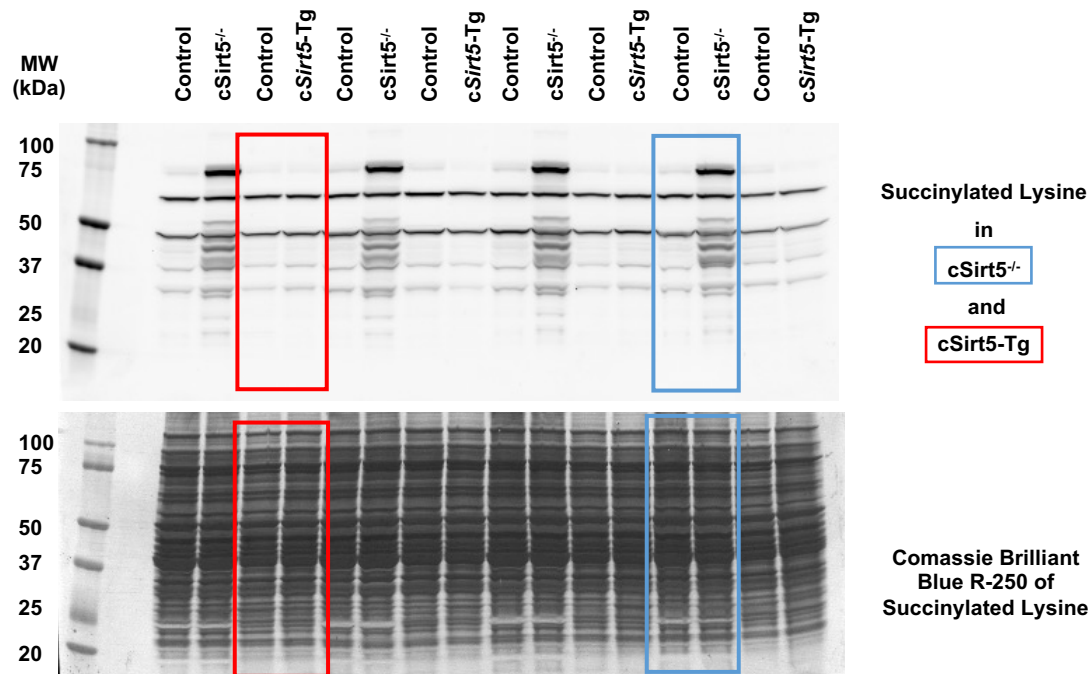

Supplemental Figure 3 con't

Supplemental Full Western Blot Images: Figure 5B, 5D and 5F

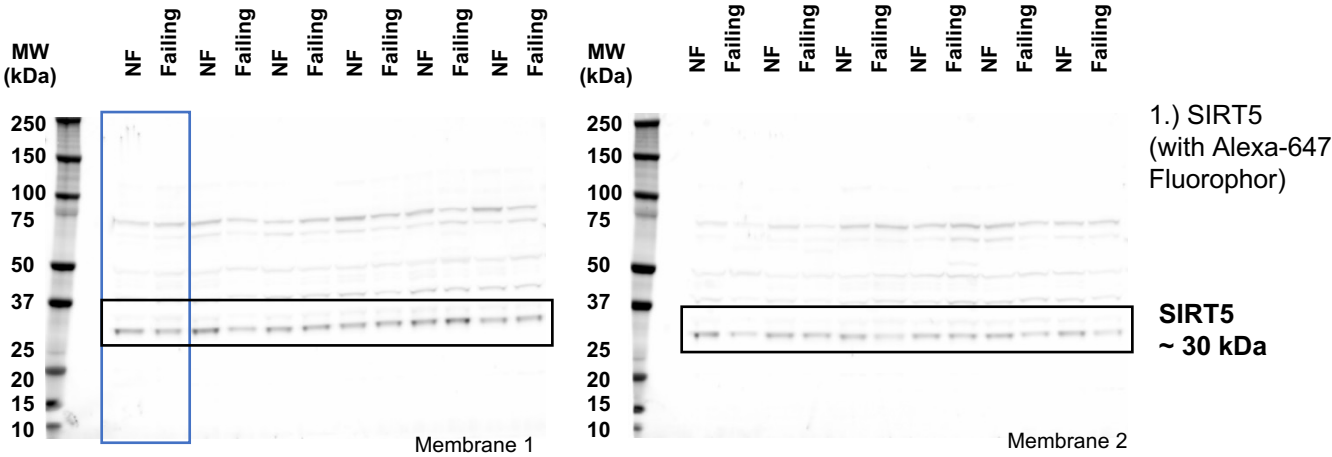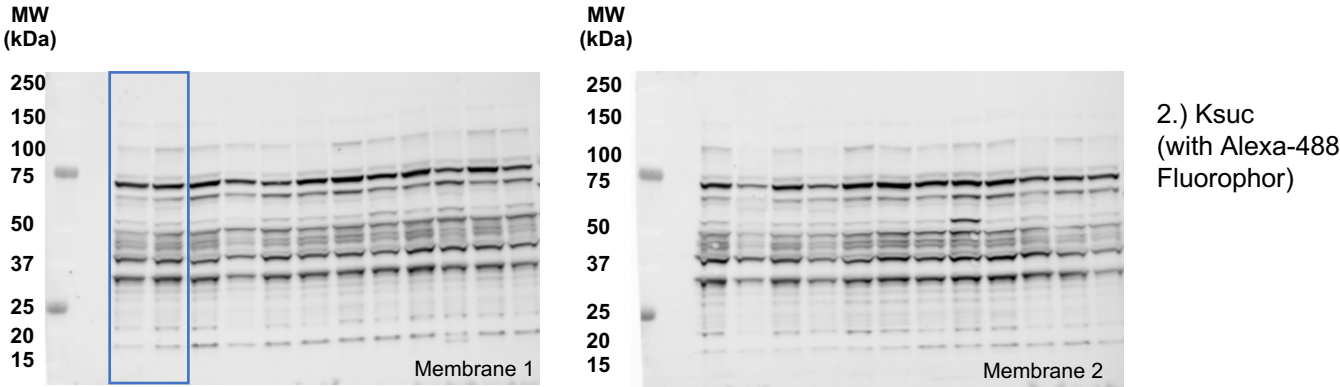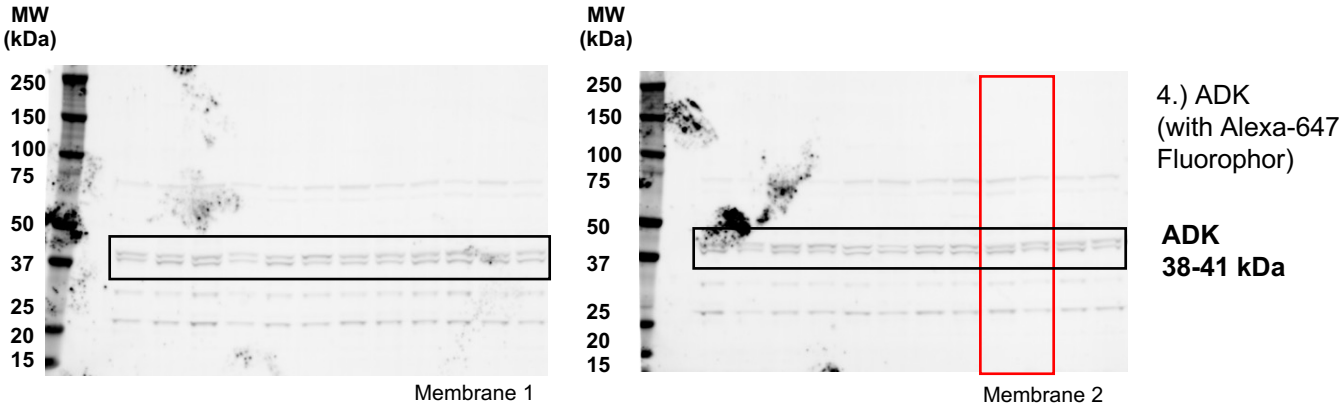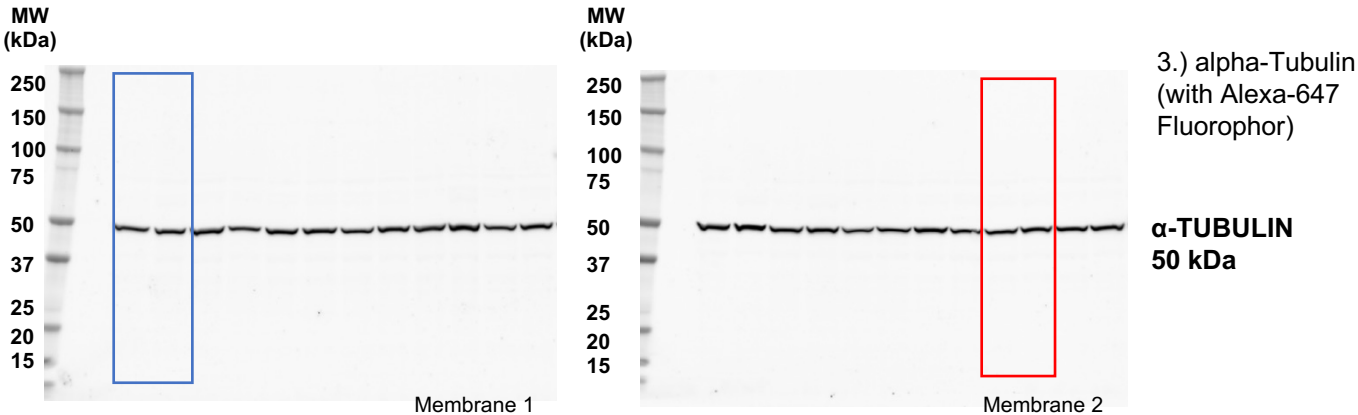

Supplemental Figure 3 con't

Supplemental Full Western Blot Images: **Figure 1B and 4E**

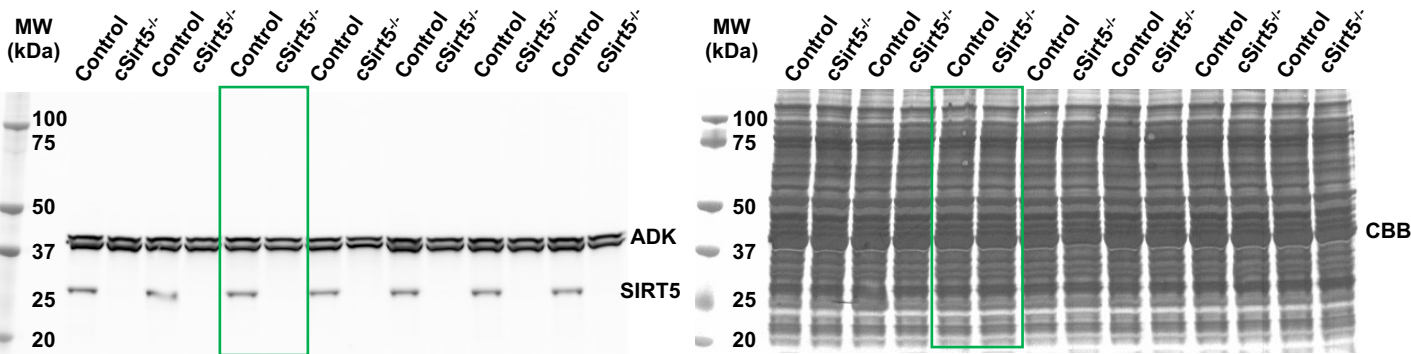

Supplemental Full Western Blot Images: **Supplemental Figure 2A**

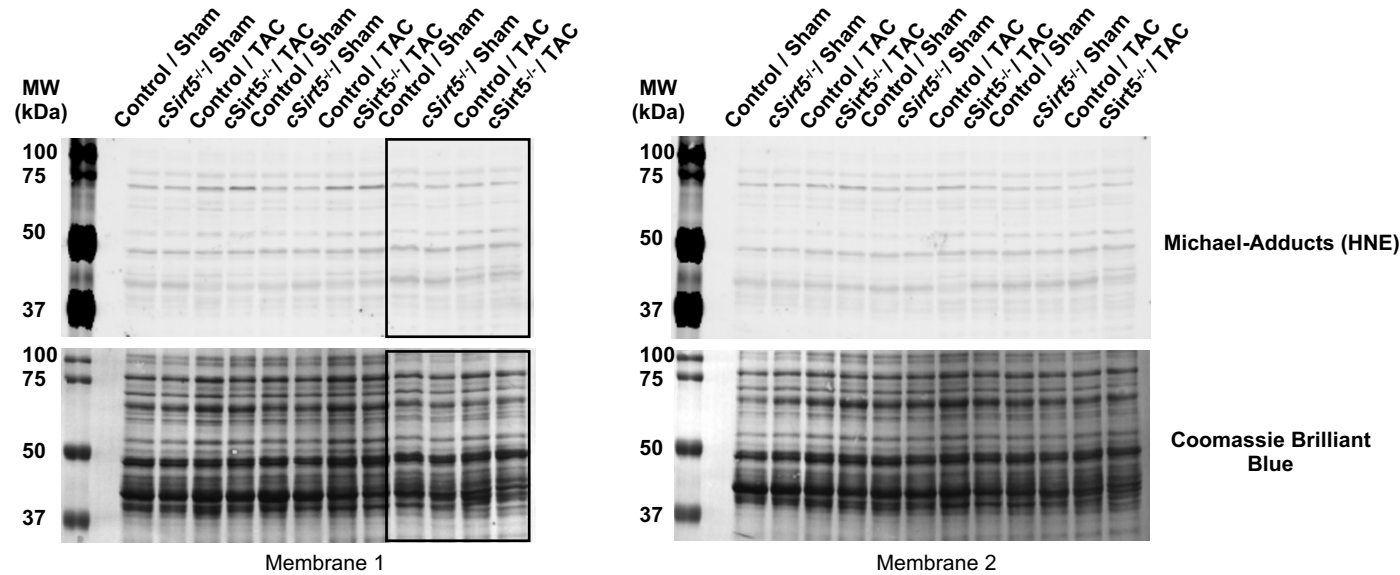

Supplemental Full Western Blot Images: **Supplemental Figure 2B**

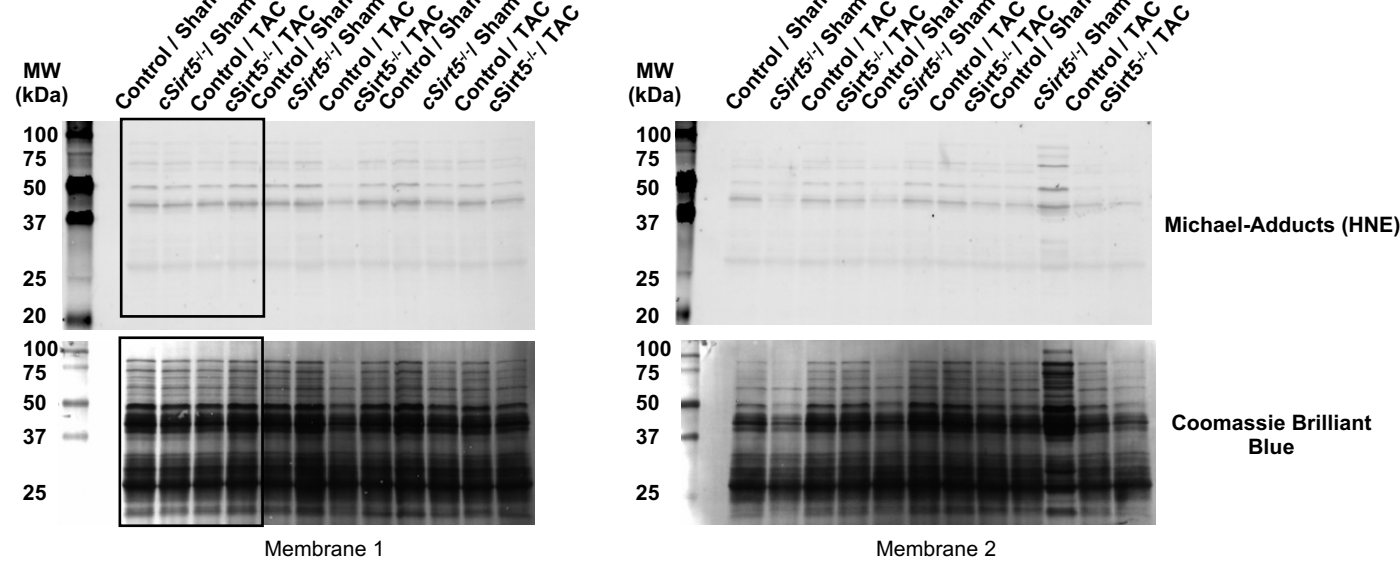

**Supplement:** Supplementary file 1 — Data S1: apha70120‐sup‐0001‐DataS1.zip.

# Supplementary material for: Cardiomyocyte‐Specific Deletion of Sirtuin 5 Accelerates the Development of Heart Failure Upon Dysregulating Purine Metabolism
**Source:** Acta Physiol (Oxf). 2025 Oct 17;241(11):e70120. doi: 10.1111/apha.70120
**Supplement:** Supplementary file 1 — Data S1: apha70120‐sup‐0001‐DataS1.zip.

**Supplemental Materials and Methods**

**Transverse aortic constriction (TAC) -** Minimally-invasive transverse aortic constriction was performed as described previously.^1^ Mice were anesthetized with a single intraperitoneal injection of ketamine (100 mg/kg) and xylazine (6 mg/kg). Following fixation in supine position, a craniocaudal skin incision of approx. 5–10 mm in length was made. The salivary glands were retracted, and a partial thoracotomy was performed by longitudinal incision of the cranial sternum (2–3 mm). The microsurgical clip (internal diameter 0.305 mm) was applied on the transverse aorta between the left carotid artery and the brachiocephalic trunk using a micro clip applicator, adjusted to an internal diameter of 0.23 mm (outer diameter of a 32G needle) for consistency. Successful constriction was confirmed by a visible increase in perfusion of the right carotid artery immediately after clip application. The thorax was closed using suture, and mice were allowed to recover on a warming pad until they were fully awake. The sham procedure was performed in identical fashion except for clip application. After 8 and 12 weeks, respectively, c*Sirt5*-Tg and c*Sirt5*^-/-^ mice and their controls were anesthetized using 0.3 mg/g body weight thiopenthal i.p. and hearts were excised for further experiments.

**Transthoracic echocardiography -** Transthoracic echocardiography was performed before start of treatment and up to 8 and 12 weeks of TAC on c*Sirt5*-Tg and c*Sirt5*^-/-^ mice, respectively, and their respective controls as described previously.^1^ Mice were anesthetized using isoflurane inhalation (3 % for induction and 2 % for maintenance of anesthesia). M-Mode images and 2D parasternal short axis images were taken using a Vivid 7 Dimension (GE Healthcare, Munich, Germany) micro-imaging system equipped with an i13L transducer (14 MHz). Ejection fraction and LV geometry were quantified as described previously.^1^

**Isolated working heart perfusion -** Hearts were excised and examined by isolated working mouse heart perfusion, as described previously.^2^ In brief, hearts were perfused using Krebs-Henseleit Buffer (KHB) containing (in mM) 128 NaCl, 5 KCl, 1 KH_2_PO_4_, 1.3 MgSO_4_, 15 NaHCO_3_, 2.5 CaCl_2_, 0.4 palmitate (bound to 3 % BSA), and 5 glucose at 37C, with 50 mmHg afterload and 15 mmHg preload. Aortic pressure changes were measured using a pressure catheter placed inside the aortic cannula (Millar Micro-Tip, Millar Instruments). Cardiac output and cardiac power were quantified to evaluate contractile function. Myocardial oxygen consumption (MVO_2_) was measured as difference of percent oxygen concentration in pre- and post-cardial buffer samples using a fiber-optic oxygen sensor (Ocean Optics). Cardiac efficiency was calculated as ratio of hydraulic work to MVO_2_.

**RNA extraction and quantitative RT-PCR -** Total RNA was extracted from hearts of c*Sirt5*^-/-^ and c*Sirt5*-Tg mice following Sham and TAC using TRIzol reagent (Qiagen), followed by extraction using chloroform. RNA was purified by using the RNeasy Kit (Qiagen) according manufacturing protocol with some modifications. Reverse Transcription was performed by using SuperScript III Reverse Transcriptase Kit (Invitrogen). iQ SYBR Green Supermix (BioRad) was used as probe, and amplification was monitored using the CFX96 Real-Time PCR system (BioRad). Data were normalized by expressing relative to levels of the invariant transcripts of the 60S acidic ribosomal protein P0 (Rplp0) in mice and ribosomal protein S16 (RPS16) in human, respectively and are presented as arbitrary units normalized to the expression levels of the Control Sham group. Primer sequences are presented in **Supplemental Table 1-2**.

**Western Blot Analysis -** Frozen tissue from mouse heart, liver, kidney and skeletal muscle were homogenized in buffer containing (in mM) 50 HEPES, 150 NaCl, 10 % glycerol, 1 % Triton X‑100, 1.5 MgCl_2_, 1 EGTA, 100 NaF, Complete Protease inhibitor cocktail (Roche Life Science) and Phosphatase inhibitor cocktails 2 and 3 (Sigma-Aldrich), pH 7.5 using Ultra-Turrax T10 homogenizer. Mitochondria were isolated from fresh excised hearts from c*Sirt5^-/-^* and Control mice following TAC and Sham by differential centrifugation using an isolation buffer containing (in mM) 250 sucrose, 5 Tris HCl and 2 EGTA, pH 7.4. Mitochondrial samples were additionally treated with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). Protein concentrations of the supernatant and mitochondria were determined using a BCA reagent (Thermo Fisher Scientific) with BSA as standard. Proteins were separated by SDS-PAGE, transferred onto PVDF membranes (BioRad) and incubated with primary antibodies anti-SIRT5 (8782, Cell Signaling Technology), anti-malonyl-lysine (PTM-901, PAN-Biotech) anti-succinyl-lysine (PTM-401, PAN-Biotech), anti‑4‑Hydroxynonenal (393204, Merck-Millipore), anti-ADK (93994, Cell Signaling Technology), anti-α-Tubulin (T9026, Merck Group) at 4°C overnight. Secondary antibodies anti‑Rabbit IgG (H+L) F(ab’)_2_ Alexa Fluor 647 Conjugate (4414, Cell Signaling Technology) or anti‑Mouse IgG (H+L) F(ab’)_2_ Alexa Fluor 488 Conjugate (4408, Cell Signaling Technology) were incubated for 1 hour at room temperature in the dark. Detection and quantification of fluorescent bands was performed using the Bio-Rad Western Blot Imager. Loading control was performed using staining with Coomassie Brilliant Blue R-250 or α-Tubulin. Uncropped images are presented in **Supplemental Figure 3**.

**Histology -** Excised hearts were snap frozen in methylbutane in liquid nitrogen and embedded in Tissue-Tek OCT cryo embedding compound. Cardiomyocyte size and the degree of fibrosis were determined in 12 µm sections using wheat germ agglutinin (WGA) staining (Thermo Fisher Scientific) and Masson’s trichrome staining (Sigma-Aldrich), respectively. 3-4 random sections were imaged blindly at 40X and 20X magnification for WGA and Masson’s trichrome, respectively. Cardiomyocyte size was determined by measuring 30 cardiomyocytes using AxioVision Rel 4.6 (Carl Zeiss NTS GmbH) and Masson’s Trichrome. using ImageJ software.

**Thiobarbituric acid reactive substances (TBARS) -** Frozen heart tissue was homogenized in ice-cold PBS containing 120 mM KCL (pH = 7.4) using Ultra-Turrax T10 homogenizer and centrifuged at 1,600 x g for 10 min at 4°C. 100 µl of the supernatant was incubated with 200 µl 100 mM HCl, 30 µl phosphotungstic acid (10 % w/v) and 100 µl thiobarbituric acid (0.7 % M) for 5 min at room temperature, followed by another incubation for 60 min at 95 °C. To stop the reaction, samples were put on ice and 500 µl 1‑butanol was added to extract TBARS. Following centrifugation for 10 min at 1,000 x g at 4°C, fluorescence of the butanolic layer was measured at 515 nm (excitation) and 553 nm (emission). Tetrametoxipropane was used as a standard to calculate TBARS content.

**References**

**1.** Koentges C, Pepin ME, Musse C, et al. Gene expression analysis to identify mechanisms underlying heart failure susceptibility in mice and humans. *Basic Res Cardiol.* 2018;113:8.

**2.** Koentges C, Pfeil K, Schnick T, et al. SIRT3 deficiency impairs mitochondrial and contractile function in the heart. *Basic Res Cardiol.* 2015;110:36.

**Supplemental Figure legends**

**Supplemental Figure 1: Oxidative stress and antioxidant expression in c*Sirt5^-/-^* mice following TAC. A)** Total myocardial and **B)** mitochondrial 4-HNE levels and **C)** myocardial TBARS assay in control and *cSirt5^-/-^* mice 12 weeks following Sham or TAC surgery (n=6). **D)** Myocardial expression of antioxidant genes in control and *cSirt5^-/-^* mice 12 weeks following Sham or TAC surgery (n=6-8). 4-HNE, 4-hydroxynonenal; c*Sirt5*^-/-^, cardiomyocyte-specific deletion of *Sirt5*; CAT, catalase; GPX, glutathione peroxidase; PRDX, peroxidase; Sod, superoxide dismutase; TRXN, thioredoxin; Sirt5, sirtuin 5; TAC, transverse aortic constriction. 2-Way ANOVA: §, effect of TAC; #, effect of c*Sirt5*^-/-^; % effect of interaction. *p<0.05, **p<0.01, ***p<0.001 using Fisher’s LSD test.

**Supplemental Figure 2:** **Purine and pyrimidine gene expression in c*Sirt5*^-/-^ hearts following TAC.** **A)** Expression of genes encoding for proteins involved in purine and pyrimidine metabolism in control and c*Sirt5*^-/-^ mice at 12 weeks following Sham or TAC surgery (n=6). Altered metabolites in c*Sirt5*^-/-^ hearts were indicated in red; altered genes in c*Sirt5*^-/-^ hearts were indicated in blue. ADA, adenosine deaminase; ADP, adenosine diphosphate; ADSL, adenylosuccinate lyase; AMP, adenosine monophosphate; AMDP, AMP deaminase 3; APRT, adenine phosphoribosyl transferase; APRT, adenine phosphoribosyl transferase; ATIC, 5-aminoimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase; ATP, adenosine triphosphate; CDP, cytidine diphosphate; CMP, cytidine monophosphate; CTP, cytidine triphosphate; DHP, dihydropyrimidinase; ENTPD, ectonucleoside triphosphate diphosphohydrolase; FAD, flavin adenine dinucleotide; GCLM, glutamate-cysteine ligase modifier subunit; GDP, guanosine diphosphate; GMP, guanosine monophosphate; GMPS, GMP synthetase; GTP, guanosine triphosphate; IMP, inosine monophosphate; IMPDH, IMP dehydrogenase; PPAT, phosphoribosyl pyrophosphate amidotransferase; PRPS, phosphoribosyl pyrophosphate synthetase; SIRT5, sirtuin 5; TAC, transverse aortic constriction; UCK, uridine-cytidine kinase; UDP, uridine diphosphate; UMP, uridine monophosphate; UMPS, UMP synthetase; UPB, ureidopropionase, beta; UTP, uridine triphosphate; XDH, xanthine dehydrogenase; XO, xanthine oxidase. 2-Way ANOVA: §, effect of TAC; #, effect of c*Sirt5*-Tg; % effect of interaction. *p<0.05, **p<0.01, ***p<0.001 using Fisher’s LSD test.

**Supplemental Tables**

**Supplemental Table 1:** Heart weight of control and cSirt5-/- mice 12 weeks following Sham or TAC surgery.

|  | Control | | | *Sirt5*^-/-^ | | | Control | | | *Sirt5*^-/-^ | | | 2-Way |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Sham | | | Sham | | | TAC | | | TAC | | | ANOVA |
| BW (g) | 28.3 | ± | 0.3 | 27.4 | ± | 0.5 | 29.5 | ± | 0.5 | 28.3 | ± | 0.4 |  |
| TL (mm) | 17.7 | ± | 0.1 | 17.7 | ± | 0.1 | 17.9 | ± | 0.1 | 17.7 | ± | 0.1 |  |
| HW (mg) | 118.0 | ± | 2.6 | 108.4 | ± | 2.8 | 190.1 | ± | 10.4* | 172.6 | ± | 10.8* | § |
| HW/BW (mg/g) | 4.17 | ± | 0.09 | 3.96 | ± | 0.06 | 6.46 | ± | 0.34* | 6.15 | ± | 0.44* | § |
| HW/TL (mg/mm) | 6.67 | ± | 0.15 | 6.12 | ± | 0.13 | 10.64 | ± | 0.57* | 9.75 | ± | 0.60* | § |

BW, body weight; HW, heart weight; TAC, transverse aortic constriction; TL, tibia length. Mean ± SEM; n=14 Control Sham; n=10 c*Sirt5*^-/-^ Sham; n=15 Control TAC; n=11 c*Sirt5*^-/-^ TAC; 2-Way ANOVA: §, effect of TAC; #, effect of c*Sirt5*^-/-^; % effect of interaction. *p<0.05 versus respective Sham, †p<0.05 versus control TAC using post-hoc test.

**Supplemental Table 2:** Heart weight of control and c*Sirt5*-Tg mice 8 weeks following Sham or TAC surgery.

|  | Control | | | c*Sirt5-*Tg | | | Control | | | c*Sirt5-*Tg | | | 2-Way |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Sham | | | Sham | | | TAC | | | TAC | | | ANOVA |
| BW (g) | 26.4 | ± | 0.9 | 25.9 | ± | 1.0 | 27.6 | ± | 0.9 | 27.9 | ± | 1.1 |  |
| TL (mm) | 17.8 | ± | 0.2 | 17.8 | ± | 0.2 | 18.2 | ± | 0.2 | 18.3 | ± | 0.13* | § |
| HW (mg) | 128.5 | ± | 6.4 | 126.9 | ± | 6.9 | 191.8 | ± | 8.49* | 196.8 | ± | 10.3* | § |
| HW/BW (mg/g) | 4.85 | ± | 0.11 | 4.9 | ± | 0.19 | 6.93 | ± | 0.08* | 7.05 | ± | 0.27 | § |
| HW/TL (mg/mm) | 7.19 | ± | 0.31 | 7.14 | ± | 0.36 | 10.53 | ± | 0.37* | 10.73 | ± | 0.53* | § |

BW, body weight; HW, heart weight; TAC, transverse aortic constriction; TL, tibia length. Mean ± SEM; n=14 Control Sham; n=10 c*Sirt5*-Tg Sham; n=15 Control TAC; n=11 c*Sirt5*-Tg TAC; 2-Way ANOVA: §, effect of TAC; #, effect of cSirt5-Tg; % effect of interaction. *p<0.05 versus respective Sham, †p<0.05 versus control TAC using post-hoc test.

**Supplemental Table 3:** Sequences of forward and reverse primers used for reverse transcription quantitative polymerase chain reaction in mice.

| **Gene** | **Primer** | **Primer Sequence (5´-3´)** |
| --- | --- | --- |
| *Sod2* | Forward | ACAACTCAGGTCGCTCTTCA |
|  | Reverse | GAACCTTGGACTCCCACAGA |
| *Cat* | Forward | AGCGACCAGATGAAGCAGTG |
|  | Reverse | TCCGCTCTCTGTCAAAGTGTG |
| *Txn1* | Forward | GCCAAAATGGTGAAGCTGAT |
|  | Reverse | TGATCATTTTGCAAGGTCCA |
| *Prdx3* | Forward | ACGGAGTGCTGTTGGAAAGT |
|  | Reverse | TTGATCGTAGGGGACTCTGG |
| *Gpx1* | Forward | GTCCACCGTGTATGCCTTCT |
|  | Reverse | TCACCATTCACTTCGCACTT |
| *Gpx4* | Forward | ATGCCCGATATGCTGAGTGT |
|  | Reverse | CGGCAGGTCCTTCTCTATCA |
| *Rplp0* | Forward | AAGCGCGTCCTGGCATTGTCT |
|  | Reverse | CCGCAGGGGCAGCAGTGGT |

CAT, catalase; GPX, glutathione peroxidase; PRDX, thioredoxin-dependent peroxide reductase; RPLP0, ribosomal protein large P0; SOD, superoxide dismutase; TRXN, thioredoxin.

**Supplemental Table 4:** Sequences of forward and reverse primers used for reverse transcription quantitative polymerase chain reaction in human.

| **Gene** | **Primer** | **Primer Sequence (5´-3´)** |
| --- | --- | --- |
| *SIRT5* | Forward | TGCCATTCTGGAGGAGGTTG |
|  | Reverse | AAACATGGCTGCTGGGTACA |
| *ADA* | Forward | CGGGACATGGGCTTTACTGA |
|  | Reverse | GTCGAGAAGCTCCCTCTTTTCA |
| *IMPDH1* | Forward | GCATCCAGACCGTGGGACA |
|  | Reverse | AGGGAGCCCATCATCACTGT |
| *ADARB1* | Forward | GACCCTGTCTGTCAACACGG |
|  | Reverse | CCCACGTAAAAGGGAGGCTC |
| *ENTPD5* | Forward | GCAACAGCAGGACTACGCTTA |
|  | Reverse | TGCTAACACTGCCCTTTGGTA |
| *UPP1* | Forward | CATCCGCATTGGCACTTCTG |
|  | Reverse | GCAGAACACAGCAACAGCTC |
| *DPYD* | Forward | ACAGCCACCAACACTGTCTC |
|  | Reverse | ATGGGAAATCCAGGCAGAGC |
| *NT5E* | Forward | AGGTTCCACCCTGAAGAAGG |
|  | Reverse | CACTCGACACTTGGTGCAAA |
| *ADK* | Forward | TTAAAGGTGGCTCACCATGC |
|  | Reverse | AAGTGGCAGCTTCTGTCTCA |
| *RPS16* | Forward | CAGCGCTCCTGTACCCTTTA |
|  | Reverse | AGCAGGGTCCGGTCATACT |

ADARB, adenosine deaminase RNA specific B; ADA, adenosine deaminase; ADK, adenosine kinase; DPYD, dihydropyrimidine dehydrogenase; ENTPD, ectonucleoside triphosphate diphosphohydrolase; IMPDH1, inosine monophosphate dehydrogenase; NT5E, 5' nucleotidase, ecto; RPS16, ribosomal protein S16; SIRT5, sirtuin 5; UPP, uridine phosphorylase.

**Supplemental Table 5:** Patient characteristics of non-failing and HF patients.

| Characteristics | Non-failing | | | Failing | | |
| --- | --- | --- | --- | --- | --- | --- |
| N | 19 | | | 15 | | |
| Age [y] | 60.4 | ± | 9.5 | 50.7 | ± | 10.6 |
| Female [N] | 5 | | | 5 | | |
| BMI [kg/m2] | 26.2 | ± | 3.9 | 25.6 | ± | 4.2 |
| Type 2 Diabetes [N] | 1 | | | 3 | | |
| Hypertension [N] | 10 | | | 6 | | |
| EF [%] | 63.8 | ± | 5.8 | 27.2 | ± | 11.2 |

How the deposited data were processed for this re-analysis (not part of the article)

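The deposited RNA sequencing table holds 24 mouse hearts, 6 in each of 4 groups: control Sham, control TAC, c*Sirt5* -/- Sham and c*Sirt5* -/- TAC. All mice were male and the hearts were taken 12 weeks after surgery. Groups, genotypes and replicate numbers were taken from the sample labels. According to the paper and the labels, whole-heart RNA with an integrity number above the authors' minimum was used for directional libraries, sequenced in pairs on a HiSeq2000, trimmed with Trim Galore and CutAdapt and aligned with STAR to GRCm39. The sources used here do not name the program that counted reads per gene. The authors divided the counts by DESeq2 size factors and kept genes with at least 10 reads in all, and the values used here are these normalized counts, a signal per gene. Dividing each library's values by a common step gave whole numbers, to within 2.5e-08, for all values, so the reads behind them were recovered. No gene of the 24239 in the table has a total under 10, so the filter removed none. The same table holds the authors' DESeq2 results for TAC against Sham in each genotype, used here only for comparison. Their log2 fold changes and standard errors were made by the authors from the DESeq2 model before deposition. The score columns, a signed fold change and a Wald statistic, and the p-values with their Benjamini–Hochberg adjustment were made by the authors in the same way.

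Gene coordinates come from the GENCODE annotation of GRCm39 held with the data, in which 24037 of the 24239 gene identifiers (99.2%) were found. The authors' annotation release is not named in the sources used here. Symbols are those of the deposited table.

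Recovered depth, in M (mega) reads, was 24.9 to 32.9 in control Sham, 23.0 to 35.8 in control TAC, 22.5 to 31.6 in c*Sirt5* -/- Sham and 25.0 to 32.8 in c*Sirt5* -/- TAC libraries. Mitochondrially encoded genes took 11.2 to 28.4% of reads. Ribosomal RNA and 7SK took 23.4% in replicate 2 of control TAC and 0.509 to 4.19% in the other libraries. Over 10934 genes with a mean of at least 100, the median SD within a group on the log2 scale was 0.149 in control Sham, 0.176 in control TAC, 0.196 in c*Sirt5* -/- Sham and 0.244 in c*Sirt5* -/- TAC hearts. Within a group, no library was a repeat of another: the lowest chi-square per degree of freedom over the 15 pairs of each group was 8.87. Pairs across groups were not compared.

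In R 4.3.3, log2(normalized count + 1) was fitted in a single limma 3.58.1 model with a mean-variance trend and one term per group. From it came TAC against Sham in each genotype, c*Sirt5* -/- against control after each surgery, and the interaction of genotype and TAC. A DEG has a Benjamini–Hochberg adjusted p under 0.1 and a change of more than 1.5-fold, the paper's thresholds. The DESeq2 1.42.0 Wald test and the edgeR 4.0.16 quasi-likelihood test on the recovered reads were alternatives. Single values, principal components, gene list means and the TAC score were compared by two-sided exact permutation tests over all 924 labelings of 6 hearts against 6. The difference between genotypes in a TAC effect was tested over all 853776 exchanges of genotype within each surgery. Both kinds of exchange disregarded library set and animal-number series, which are spread unevenly over the groups. The exact p-values therefore do not separate genotype or TAC from set and series. P-values were adjusted over 39 lists for each comparison of lists and over 46 genes for each comparison of genes the paper names. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

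Gene lists for metabolism, matrix, hypertrophy, stress, immunity and 15 heart or neighbouring cell types were fixed with the design, as were the genes to be named: every gene the paper names, and the 10 highest and 10 lowest log2 fold changes among DEGs with a mean of at least 100 in each comparison. Some of these genes are not reported here. The genes of the paper's figures form lists of their own, chosen by the authors on these libraries. A list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Beside a count over all genes stands a count adjusted over the list alone, at an adjusted p under 0.1 without the fold limit. The counts therefore differ in the fold limit as well as in the adjustment. Of the listed genes, *Uox*, *Ngp*, *Camp*, *Ucp1*, *Scgb1a1* and *Myh4* have no value in the table.

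Simulated data had the depth of these libraries, one spread per gene for all groups, no library sets and genes drawn independently. On them, limma called 66 to 80% of 1.6-fold, 88 to 98% of 2-fold and 100% of 3-fold changes between groups, with 8 to 23 unchanged genes called. For the interaction it called 38, 86 and 98% of such changes. A simulated fall of 0.3 on the log2 scale in the fatty acid list gave a camera adjusted p of 1.55e-20, with 1 of 37 unshifted lists called. Independent draws hold no correlation between genes, so this does not test camera's preset correlation where genes move together.

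Replicate numbers recur in every group and were fitted as a block in an alternative. After the values had been seen, the libraries were parted into library sets 1 and 2 by their median log2 ratio of antisense to sense counts, over pairs of genes in which the exons of the antisense gene lie to at least 80% within the other gene and the sense gene has a mean of at least 100.

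Alternatives set with the design were other pseudocounts, filters and scalings, fits of 12 libraries, array weights, the other tests, other thresholds, the replicate block, the animal-number series as a covariate and the omission of each library. The alternatives added after seeing the data were the library set as a covariate or each set alone, and the omission of the 2 c*Sirt5* -/- TAC libraries, or the 3 c*Sirt5* -/- libraries, with the most *Sirt5*. Metabolite, protein, physiological and other measurements of the paper were not analysed here, and neither were its pathway and network analyses.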

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

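The tests of label swaps, of single libraries nearer the control hearts, of library preparation, of genotype or TAC on the first component, of the 2 libraries with much *Sirt5* and of the animal-number series as a cause of the difference in TAC response were chosen only after the result was seen, while the series as a covariate was set with the design.

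In the group of c*Sirt5* -/- TAC hearts, the libraries labelled replicate 2 and replicate 4 held *Sirt5* at or above the level of control hearts. A swap of labels with 2 control TAC hearts is excluded, since the lowest control TAC heart held 565 counts of *Sirt5* and the highest of the other c*Sirt5* -/- hearts held 259. For control hearts carrying a c*Sirt5* -/- label, a score over the genes that part the genotypes was 0.65 in replicate 2, which decides nothing, and 1.07 in replicate 4, against 0.69 in the highest control heart and 0.44 to 0.96 in the other c*Sirt5* -/- hearts. Gene by gene, replicate 2 lay nearer the control mean at 7.69% (1 of 13) of the genes that part the genotypes and replicate 4 at 0% (0 of 13). The genes were chosen anew for each heart. Control TAC replicate 5 had 17.8% (8 of 45), control Sham replicate 2 had 34.2% (13 of 38) and the remaining control hearts 84.6 to 100%. The other c*Sirt5* -/- hearts had 0 to 47.6%. As these ranges overlap and the genes are few, the shares place both libraries nearer c*Sirt5* -/- hearts but do not exclude a control heart. What raised *Sirt5* in these 2 libraries stays open, and no biological explanation was tested.

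Libraries of all 4 groups fell into 2 groups on the first principal component. Genotype or TAC as the whole of it is excluded, as 4 of 4 groups of hearts have libraries on each side. A difference in library preparation could account for it: the median log2 ratio of antisense to sense counts parted the same libraries, with a gap of 0.67 beside a range of 0.45 within a side. The labels name no such batch, and the uneven number of c*Sirt5* -/- Sham hearts in the sets leaves the effects of set and genotype partly mixed after Sham.

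Fewer genes passed in the TAC response of c*Sirt5* -/- hearts, and the TAC score changed less in them, a difference between groups of −0.477. A larger spread between c*Sirt5* -/- libraries as the whole of it is argued against by the exact permutation test of the score, with p = 0.0269, although the p was 0.0513 without the 2 c*Sirt5* -/- TAC libraries with much *Sirt5*. Those 2 libraries as the cause stay undecided: without them the count was 133, not larger than 163, but fewer libraries lower a count by themselves and the test of the score then missed 0.05. A difference between the animal-number series cannot be told apart from genotype, since the series are spread unevenly over the groups and the difference became −0.155 (standard error 0.225) with the series as a covariate. Hearts of c*Sirt5* -/- mice already moved towards TAC after Sham stay open as well: the lowest covariance over 20 splits of the control Sham hearts was −0.0107, and the bound at 0 was met in 1 of 20 splits but by less than their SD of 0.0247.

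For a sample far from the others in its group of 6, 368 combinations of group and measure were examined and 35 stood out, where 18.4 would be expected, as chance picks about 1 in 20 groups. Of these, 13 were in control Sham, 6 in control TAC, 8 in c*Sirt5* -/- Sham and 8 in c*Sirt5* -/- TAC hearts. Among control Sham hearts, replicate 1 was highest for *Col14a1* (897.1 normalized counts) and lowest for *Ppat* (530.8), *Prdx3* (6243) and *Prps1* (598.1). In the same library, mean log2 values were lowest for branched-chain amino acid breakdown (11.55) and the citric acid cycle (14.18), and highest for matrix genes (10.89) and fibroblast markers (11.17). Replicate 2 of control Sham was lowest for *Entpd2* (127.6) and highest for *Gpx4* (8519), for the antioxidant genes of the paper (12.36) and for antioxidant defence (10.82), and replicate 3 was highest for *Col22a1* (85.43). In c*Sirt5* -/- Sham hearts, replicate 1 was lowest for *Col8a2* (11.18) and for the fibrosis genes of the paper (6.31), and replicate 2 was highest for *Prps1* (915.3) and lowest for *Upp1* (116.4). Replicate 3 of that group was highest for *Sirt5* (259.3) and thymus markers (3.52), replicate 4 lowest for *Upb1* (0) and replicate 5 highest for lung markers (5.7).

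Among control TAC hearts, replicate 1 was highest for purine breakdown and salvage (8.41) and replicate 2 was lowest for *Hprt* (1292) and highest for ribosomal RNA and 7SK (23.4% of reads). Replicate 4 was highest for *Kdm5d* (591.6), replicate 5 for adipocyte markers (5.19), and replicate 6 had the fewest genes with reads (19890). In c*Sirt5* -/- TAC hearts, replicate 4 was lowest for *Ddx3y* (1132) and *Uty* (294.4) and highest for *Gpx1* (3653), glycolysis (13.64), the antioxidant genes of the paper (12.6) and ribosomal proteins (12.78). Replicate 1 of that group was lowest for Schwann cell markers (4.07) and replicate 3 for immediate early genes (8.08).

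A difference between the genotypes in their TAC response was found for 22 genes in limma. Lower responses in c*Sirt5* -/- hearts were those of *Synpo2l* (interaction −1.35 on the log2 scale, adjusted p = 0.0658), *Adap1* (−1.25), *Pde8a* (−1.03), *Scd1* (−1.03), *Adm* (−0.96), *Flnc* (−0.853), *Ccnd2* (−0.835), *H2-T22* (−0.81) and *Tmem43* (−0.645). Of the 13 higher responses, the 10 under the rule for named genes were those of *Ephx2* (0.69), *Itgb1bp2* (0.75), *Grb14* (0.77), *Snrpn* (0.96), *Slc26a6* (1.165), *Gpt* (1.285), *Pla2g5* (1.45), *Fbp2* (1.47), *Prr33* (1.64) and *Acot1* (1.776). In list means, the interaction by exact permutation was 0.431 for fatty acid oxidation, 0.31 for ion channels and calcium handling and 0.656 for the fatty acid oxidation genes of the paper. It was −1.191 for hypertrophy and the fetal program and −1.185 for lymphocyte markers (adjusted p = 0.0741 for each of these 5), and 0.305 for the citric acid cycle (adjusted p = 0.0827).

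Outside the genes and comparisons that the paper discusses, list means differed between genotypes after Sham by exact permutation with an adjusted p under 0.1. Lower in c*Sirt5* -/- Sham hearts were the citric acid cycle (−0.159), ion channels and calcium handling (−0.163) and endothelial markers (−0.172). Higher were hypertrophy and the fetal program (0.73), the integrated stress response (0.302), the interferon response (0.185), inflammation (0.286), the cell cycle (0.543) and ribosomal proteins (0.305). Within library sets 1 and 2, the stress response differed by −0.006 and 0.705, inflammation by 0.068 and 0.514, the citric acid cycle by −0.105 and −0.166, ion channels by −0.088 and −0.269, the interferon response by 0.179 and 0.109 and the cell cycle by 0.694 and 0.538. With the animal-number series as a covariate, the mean differences of the citric acid cycle and inflammation turned to 0.048 and −0.137. Cell type markers were also higher: atrial cardiomyocyte (2.642), macrophage (0.63), adipocyte (1.809), mesothelial cell (1.927), Schwann cell (0.68) and lung (1.192). Not all c*Sirt5* -/- Sham hearts shared these rises. Replicate 5 had 5.31 for atrial, 2.62 for adipocyte and 1.40 for mesothelial markers, each within the range of control Sham hearts. In sets 1 and 2, endothelial markers differed by −0.11 and −0.217, adipocyte by 1.777 and 1.605, Schwann cell by 0.465 and 0.827 and lung markers by 0.526 and 2.614. The lung value of set 2 rests on c*Sirt5* -/- Sham replicate 5 (5.70). Replicate 6, the other such heart of set 2, had 1.12, within the control Sham range of 0.56 to 1.15. After TAC the respiratory chain (0.452), glycolysis (0.229) and ribosomal proteins (0.418) were higher in c*Sirt5* -/- hearts, and without the 2 libraries with much *Sirt5* these differences were 0.304, 0.168 and 0.243.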

How the results depend on the processing

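The tests chosen only after the result was seen were those with the library set as a covariate or each set alone, and those without the 2 c*Sirt5* -/- TAC libraries or the 3 c*Sirt5* -/- libraries with the most *Sirt5*. Values below are counts of DEGs unless another measure is named, and where a value moved, the cause was not tested, except that fewer libraries or another threshold change a count by construction. The filter on a total of 10 removed no gene, so its omission decides nothing. Camera was not run under DESeq2, without a fold limit or within single library sets. Median depth differed little between groups, and limits are the 6 hearts per group, the library sets, the animal-number series and the 2 c*Sirt5* -/- TAC libraries with much *Sirt5*.

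Over settings other than leaving out 1 library, 12984 values of named genes kept their direction and side of the threshold, 296 newly passed, 612 no longer passed and 4 reversed. For list values these numbers were 2893, 85, 268 and 20. When 1 library was left out, 15425 gene values and 4448 list values held, 137 and 96 newly passed, 494 and 133 no longer passed, and 0 and 3 reversed. In control hearts after TAC (1705), edgeR gave 1730 and a covariate for the library set 1793, and only the omission of the fold limit moved the count by over 1.5 times, to 3371. Another scaling moved the share of higher genes by less than 10 percentage points in each comparison.

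For c*Sirt5* -/- hearts after TAC (163), the count was 59 with its 12 libraries alone, 102 with array weights, 294 with DESeq2, 67 at an adjusted p under 0.05, 313 without a fold limit, 727 with the series covariate, 0 in set 1 and 20 in set 2. Between genotypes after Sham (491) it was 1314 with array weights, 208 at an adjusted p under 0.05, 915 without a fold limit, 26 with the series covariate, 0 in set 1 and 1656 in set 2. After TAC (787) it was 424 with the 12 libraries alone, 511 with array weights, 2431 without a fold limit, 282 and 287 without the 2 or 3 libraries with the most *Sirt5*, 408 and 374 when the set covariate was added to these, and 24 in set 1. For the interaction (22) it was 37 with genes of a mean of at least 10, 71 with array weights, 268 with DESeq2, 12 at an adjusted p under 0.05, 4 with the series covariate, 1 without the 3 libraries, 13 and 2 with the set covariate added to the omission of 2 or 3, 1 in set 1 and 0 in set 2. Shared genes (104) numbered 44 with 12 libraries alone, 202 with DESeq2, 47 at an adjusted p under 0.05, 207 without a fold limit, 308 with the series covariate, 0 in set 1 and 6 in set 2.

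With the replicate block the counts were 1693 in control and 199 in c*Sirt5* -/- hearts after TAC, 514 and 753 between genotypes after Sham and TAC, 93 for the interaction and 142 shared genes. The 36 pairs of hearts with equal numbers had correlations of their deviations from −0.347 to 0.408 (median −0.0409, and 0.00389 for other numbers), and 3 of 24 libraries correlated best with their own number.

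The difference between genotypes in the TAC score (−0.477) was 0.004 with the series covariate when the genes were chosen anew, a reversal, and −0.309 with the set covariate and without the 3 libraries. The covariance of the genotype effect in Sham with the TAC effect in control (0.102) was 0.0466 with a pseudocount of 5, 0.324 with edgeR, 0.287 with DESeq2 and 0.31 in set 1. Over all genes, the first 2 components held 13 and 10.4% of the variance.

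When 1 library was left out, counts ran from 1267 (without control TAC replicate 5) to 1956 (control TAC replicate 2) for control hearts after TAC and from 33 (c*Sirt5* -/- Sham replicate 4) to 239 (c*Sirt5* -/- Sham replicate 5) for c*Sirt5* -/- hearts. They ran from 200 (c*Sirt5* -/- Sham replicate 6) to 646 (c*Sirt5* -/- TAC replicate 4) between genotypes after Sham, from 408 (c*Sirt5* -/- TAC replicate 4) to 1024 (c*Sirt5* -/- TAC replicate 1) after TAC, from 11 (control Sham replicates 4 and 6, control TAC replicate 6) to 118 (control TAC replicate 2) for the interaction and from 23 (c*Sirt5* -/- Sham replicate 4) to 148 (c*Sirt5* -/- Sham replicate 5) for shared genes. Beyond 1.5 times lay also, after Sham, 226, 261 and 202 without control Sham replicates 4, 5 and 6 and 299 without c*Sirt5* -/- Sham replicate 5. For c*Sirt5* -/- hearts these were 92, 77 and 98 without Sham replicates 1, 2 and 3 and 73 and 68 without TAC replicates 1 and 5. Shared genes were then 60, 51, 65, 48 and 41. For the interaction, 19 of 24 such omissions moved the count by over 1.5 times, all but those of c*Sirt5* -/- Sham replicates 1 and 5, control TAC replicate 5 and c*Sirt5* -/- TAC replicates 2 and 4. The score difference ran from −0.586 (control Sham replicate 1) to −0.332 (c*Sirt5* -/- Sham replicate 5), and the covariance from 0.0812 (control TAC replicate 5) to 0.14 (control Sham replicate 1).

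In set 1 alone, directions reversed for *Gdf15* between genotypes after Sham (−0.054) and for *Asns* (−0.147), *Ccl2* (−0.038) and *Ccl7* (−0.244) after TAC. With the series covariate, list means reversed for immediate early genes in c*Sirt5* -/- hearts after TAC (0.192) and in the interaction (0.477), for the citric acid cycle (0.048), matrix genes (−0.157), the fatty acid oxidation genes of the paper (0.054), inflammation (−0.137) and fibroblast markers (−0.048) after Sham, and for matrix genes after TAC (0.059) and in the interaction (0.216). Matrix genes after TAC also reversed without control TAC replicate 5 (0.149; lowest −0.225, without control TAC replicate 2), and lymphocyte markers in c*Sirt5* -/- hearts with genes of a mean of at least 10 (−0.013). Ribosomal proteins in c*Sirt5* -/- hearts after TAC reversed without c*Sirt5* -/- TAC replicate 4 (−0.088), without the 2 (−0.119) or 3 libraries (−0.153), with the set covariate added to these (−0.133 and −0.161) and with array weights (−0.079), and their interaction did so in the same settings (−0.031, −0.063, −0.097, −0.077, −0.104 and −0.075). The highest values with 1 library left out, c*Sirt5* -/- TAC replicate 1, were 0.119 and 0.175.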

Differences from the paper's values

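The tests chosen only after the result was seen are those with the library set as a covariate, with or without the 2 or 3 c*Sirt5* -/- libraries with the most *Sirt5*.

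The paper's count of DEGs in c*Sirt5* -/- hearts after TAC is 293, against 163 here with limma at the paper's thresholds. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 294, the test the paper's methods name. The replicate block gave 199, no limit on the fold 313, and the fits without c*Sirt5* -/- Sham replicate 5, c*Sirt5* -/- Sham replicate 6 or control TAC replicate 5 gave 239, 212 and 220. These lie within 1.5 times of the paper's count, and the other such alternatives do not. The library set as a covariate, chosen after seeing the values, gave 218 and does not call 142 of the paper's 293. With that covariate and without the 2 or 3 c*Sirt5* -/- libraries with the most *Sirt5*, also chosen after seeing the values, the counts were 234 and 202, and 169 and 199 of the paper's genes are not called.

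The paper's Fig. 3E shows about 200 shared DEGs, read by eye, against 104 here. The authors' deposited comparisons hold 203 at the paper's thresholds. Of the alternatives set before the data were examined, DESeq2 gave 202, no limit on the fold 207, the replicate block 142 and the fit without c*Sirt5* -/- Sham replicate 5 gave 148. The others do not lie within 1.5 times of it. The set covariate, chosen after seeing the values, gave 155, and 148 without the 2 libraries with the most *Sirt5*.

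For DEGs of c*Sirt5* -/- hearts alone, the same figure shows about 90, read by eye, against 59 here. The authors' deposited comparisons hold 90. Within 1.5 times of it lie DESeq2 (92), no limit on the fold (106) and a pseudocount of 0.5 (61). So do the fits without c*Sirt5* -/- Sham replicates 5 (91) and 6 (94), c*Sirt5* -/- TAC replicates 4 (77) and 6 (61), control Sham replicate 6 (62) and control TAC replicates 1 (62), 2 (60) and 5 (89). The other alternatives set before the data were examined do not. With the set covariate, chosen after seeing the values, there were 63, and 86 and 79 without the 2 or 3 libraries. On the recovered reads, the DESeq2 Wald test gave 294, 202 and 92 for these counts, beside the authors' 293, 203 and 90. The choice of test is therefore enough to account for these gaps.

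The legend of Fig. 3B–D names its comparisons in another way than the colour bars of the panels, and the comparisons here follow the bars. *Col22a1* is drawn as higher after TAC in control hearts, and limma gave an adjusted p of 0.274 for it (unadjusted p = 0.0645), while edgeR (0.0593) and the DESeq2 Wald test (0.0506) called it. The paper's abstract places lower *Adk* and higher *Nt5e* and *Pnp* in c*Sirt5* -/- hearts after TAC, and its Results name Sham or TAC. Here *Adk* was lower after Sham at under 1.5-fold (−0.35), while after TAC its log2 difference was 0.04 (adjusted p = 0.869 from limma). *Pnp* passed after TAC. *Nt5e* passed after Sham but not after TAC, with 606.4 ± 140.2 counts in control and 708.8 ± 152.1 in c*Sirt5* -/- TAC hearts (SD, n = 6). The paper also reports less ADK protein in c*Sirt5* -/- hearts, and protein was not analysed here. The paper's text says that the suppression of fatty acid oxidation genes is missing in c*Sirt5* -/- hearts, while its Fig. 3I marks *Ech1* and *Hadh* as lower after TAC in them, by a test at an unadjusted p under 0.05. At that threshold both were lower here as well (unadjusted p = 0.016 and 0.034 from limma), and at an adjusted p under 0.1 and 1.5-fold neither passed.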

Other observations

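The tests chosen only after the result was seen are those within library sets, those without the 2 c*Sirt5* -/- TAC libraries with much *Sirt5* and the search for genes that part the genotypes.

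Ion channel genes fell in control hearts after TAC. Of 27 genes of ion channels and calcium handling, 12 fell and none rose (2 higher and 19 lower when adjusted over the list alone), among them *Kcnj3*, *Kcnh2* and *Kcnip2*, which encode potassium channels or their subunits (log2 fold changes −1.68, −0.81 and −0.87). Camera gave an adjusted p of 1.11e-12 for this list, and adjusted p = 0.0277 with an estimated correlation. None of the 27 passed in c*Sirt5* -/- hearts in limma or edgeR and 1 was lower in DESeq2 (1 higher and 12 lower at an unadjusted p under 0.05). Camera gave 5.13e-07 there, and adjusted p = 0.119 with an estimated correlation. After Sham 4 of the 27 were lower in c*Sirt5* -/- than in control hearts (1 higher and 7 lower when adjusted over the list alone), and after TAC 4 were higher (8 higher and 4 lower when adjusted over the list alone). In control hearts the hypertrophy genes *Ankrd1* and *Rcan1* rose by 2.03 and 1.78. Interferon response genes rose in 6 of 21 cases (11 when adjusted over the list alone), and camera gave an adjusted p of 2.6e-05, and adjusted p = 0.365 with an estimated correlation.

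On average, hearts of c*Sirt5* -/- mice differed from control hearts after Sham in genes of hypertrophy and markers of several cell types. Single hearts differed widely in such markers. Mean log2 values of atrial markers were 4.85 and 5.31 in c*Sirt5* -/- Sham replicates 1 and 5, within the control Sham range of 3.93 to 6.94. Mesothelial markers in replicates 5 and 6, at 1.40 and 2.04, lay within the control Sham range of 1.18 to 2.30. Whether the tissue sampled differed between hearts was not tested. Of 14 hypertrophy genes 4 were higher (6 when adjusted over the list alone), among them *Ankrd1* (1.23) and *Nppb*, which encodes brain natriuretic peptide (1.12), and their mean difference was 0.268 in library set 1 and 1.233 in set 2. Atrial cardiomyocyte markers, which share *Nppa* with this list, were also higher on average, with a median log2 difference of 3.10. Heart by heart, the 2 lists did not rise together. Replicate 5 of c*Sirt5* -/- Sham had the highest hypertrophy mean of its group (12.08) with 5.31 for atrial markers, and replicate 2 had 10.82 with 8.39. Camera gave an adjusted p of 0.000414 for the hypertrophy genes from limma's fit, and adjusted p = 0.4 with an estimated correlation. Of 19 inflammation genes 2 were higher (4 when adjusted over the list alone), the chemokine genes *Ccl5* (2.48, adjusted p = 0.00905 from limma) and *Ccl2* (1.47). Camera gave 0.0539 for that list, and adjusted p = 0.422 with an estimated correlation, and its mean difference was 0.068 in library set 1 and −0.137 with the animal-number series as a covariate. Mesothelial markers were higher in 3 of 6 cases (5 when adjusted over the list alone), with a mean log2 difference of 2.51 in library set 1 and 0.262 in set 2. Adipocyte markers were higher in 1 of 7 cases (6 when adjusted over the list alone), and lymphocyte markers in 2 of 10 (3 when adjusted over the list alone). Camera gave adjusted p values of 0.000121 for mesothelial, 0.000701 for adipocyte and 0.024 for lymphocyte markers, and adjusted p = 0.275, adjusted p = 0.396 and adjusted p = 0.396 with an estimated correlation. Of 44 ribosomal protein genes 1 was higher after Sham (33 when adjusted over the list alone), and their mean difference was 0.053 in library set 1 and 0.639 in set 2. After TAC 6 of the 44 were higher in c*Sirt5* -/- hearts (40 when adjusted over the list alone), and camera gave 5.35e-22, and adjusted p = 0.34 with an estimated correlation.

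In c*Sirt5* -/- hearts after TAC, the inflammation genes *Il6* (log2 fold change 2.50, adjusted p = 0.0329 from limma) and *Lcn2* rose, 2 of 19 in the list (6 higher and 2 lower when adjusted over the list alone). Neutrophil markers did not pass in limma (4 higher at an unadjusted p under 0.05), while edgeR called 1 and DESeq2 2 (5 higher when adjusted over the list alone). Among the genes with the highest changes in control hearts were *Myh7* and *Nppa* (3.74), and those with the lowest were *Aqp4* (−3.67), *Sbk2* (−2.80) and *Clcn1* (−2.75). *Dio2* rose in c*Sirt5* -/- hearts by 2.20 and *Inmt* fell by 2.05. Between genotypes after Sham, *Arntl*, a core gene of the circadian clock, was lower in c*Sirt5* -/- hearts (−1.54), as it was after TAC (−1.96). Of 34 fatty acid oxidation genes, 2 were higher and 1 was lower in c*Sirt5* -/- than in control hearts after TAC (10 higher and 1 lower when adjusted over the list alone). After TAC *Aqp4* (2.85, adjusted p = 0.00578 from limma) and *Sbk2* (1.90) were higher in c*Sirt5* -/- hearts. *Etfb*, which encodes a subunit of the electron transfer flavoprotein of fatty acid oxidation, was also higher (1.46, adjusted p = 0.0172), with 1.09 and adjusted p = 0.154 without the 2 c*Sirt5* -/- TAC libraries with much *Sirt5*.

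By qPCR relative to *Rplp0*, the paper reports *Txn1*, *Prdx3*, *Gpx1* and *Gpx4* as higher in c*Sirt5* -/- than in control hearts after TAC. Its threshold was p under 0.05 by Fisher's LSD test, without a fold limit. Of the antioxidant genes it measured, none passed here between genotypes after TAC at an adjusted p under 0.1 and 1.5-fold. The log2 differences were −0.35 for *Cat* (adjusted p = 0.0123 from limma) and 0.44 for *Txn1* (adjusted p = 0.00954), each under 1.5-fold, 0.15 for *Sod2* (adjusted p = 0.453), 0.01 for *Prdx3* (adjusted p = 0.969), 0.22 for *Gpx1* (adjusted p = 0.372) and 0.08 for *Gpx4* (adjusted p = 0.823). edgeR and DESeq2 also called none of these 6, and 2 had an unadjusted p under 0.05. The wider list of 28 genes of antioxidant defence was higher in c*Sirt5* -/- hearts after TAC by a mean of 0.172 (exact permutation test, adjusted p = 0.0844; 0.173 and 0.172 within library sets 1 and 2, and 0.115 without the 2 libraries with much *Sirt5*). Of these, 1 was higher in limma and 2 each in edgeR and DESeq2 (11 higher and 2 lower when adjusted over the list alone). Camera gave 0.00635, and adjusted p = 0.436 with an estimated correlation. An antisense gene covers 85.3% of the exon bases of *Gpx1*.

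At most of the genes that part the genotypes, the 2 c*Sirt5* -/- TAC libraries with much *Sirt5* lay with the other c*Sirt5* -/- hearts. Of 10934 genes with a mean of at least 100, 14 including *Sirt5* parted all control from all other c*Sirt5* -/- hearts without overlap, where shuffled labels gave a median of 0 and at most 1. The others were *Btbd7*, *Dmd*, *Exoc2*, *Nacc2*, *Ndnf*, *Ndrg4*, *Ntan1*, *Pdk1*, *Prkar2a*, *Rnf152*, *Scube2*, *Srrm4* and *Usp53*. *Dmd* had 1760 to 4170 counts in control and 707 to 1630 in the other c*Sirt5* -/- hearts, and 923 and 645 in c*Sirt5* -/- TAC replicates 2 and 4. *Ndnf* had 82.9 to 257 and 419 to 665, and 578 and 379 in these 2 hearts. Counts of *Srrm4* were 602 to 1260 in control and 225 to 512 in the other c*Sirt5* -/- hearts, and 303 and 279 in these 2. Against this, replicate 2 had 14100 counts of *Ndrg4*, within the control range of 8470 to 14600 and below the other c*Sirt5* -/- hearts (14700 to 20700), and its 114 counts of *Rnf152* lay between the highest other c*Sirt5* -/- heart (113) and the lowest control heart (115).

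The genotype effect in Sham hearts and the TAC effect in control hearts share the control Sham libraries. Their correlation over genes was 0.374, where 0.499 arises with no effect, and their covariance was 0.102, where 0.0797 arises with no effect. They shared 172 DEGs in the same direction and 5 in the opposite. Shared control libraries favour the same direction by themselves, and no such count was simulated with no effect. With control Sham hearts split so that none was shared, the covariance had a median of 0.0357 over 20 splits (lowest −0.0107).

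Other splits of the same libraries, drawn 100 times with the real one, were compared with each count. As many DEGs were found in 1 split for TAC in control hearts (1705, highest other 428), in 4 for TAC in c*Sirt5* -/- hearts (163, highest other 481), in 1 for genotype after Sham (491, highest other 139), in 1 for genotype after TAC (787, highest other 204), in 2 for the interaction (22, highest other 815) and in 1 for shared DEGs (104, highest other 0). The share was under 0.05 for each, without adjustment over the counts. No other split drawn reached the real count for TAC in control hearts, for genotype after Sham or after TAC, or for shared DEGs. The splits were drawn without regard to library set, across which libraries are not exchangeable, so the shares do not exclude chance. Splits with several times the real count, 481 in c*Sirt5* -/- hearts and 815 for the interaction, point to a structure of the samples, so for these 2 counts the share is not a test free of that structure. The 12 Sham libraries parted by library set gave 609, more than the 491 of the split by genotype, and within sets 1 and 2 the genotypes differed in 0 and 1656 genes. With the set as a covariate the count after Sham was 489.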
